# CDCA7 facilitates MET1-mediated CG DNA methylation maintenance in centromeric heterochromatin via linker histone H1

**DOI:** 10.1073/pnas.2526408122

**Published:** 2025-12-10

**Authors:** Shuya Wang, Tong Li, Matthew Naish, Russell Chuang, Evan K. Lin, Christian Fonkalsrud, Yan He, Suhua Feng, Ian R. Henderson, Steven E. Jacobsen

**Keywords:** epigenetics, DNA methylation, centromere, genome stability, linker histone H1

## Abstract

DNA methylation is a conserved epigenetic modification essential for maintaining genome stability. However, how methyltransferases maintain CG methylation within compact chromatin, including centromeres, remains unclear. In humans, CDCA7 is necessary for the inheritance of DNA methylation at juxta-centromeres. Mutations that impair its ability to bind chromatin result in Immunodeficiency, Centromeric Instability, and Facial Anomalies (ICF) syndrome, characterized by centromeric instability. To investigate whether CDCA7 function is conserved, we identified two *Arabidopsis thaliana* orthologs, *CDCA7α* and *CDCA7β*. The loss of both copies results in CG hypomethylation at pericentromeric regions and centromeric satellite repeat arrays. Machine learning analysis suggested that heterochromatic nucleosomes, with enrichment of H1, H2A.W, and H3K9me2, depend heavily on CDCA7 proteins for CG methylation maintenance of the associated DNA. Loss of H1 restores heterochromatic DNA methylation in *cdca7α cdca7β* mutants, indicating that *CDCA7α* and *CDCA7β* mainly remodel H1-containing nucleosomes for methyltransferases to access DNA. Notably, in *h1.1 h1.2* mutants, CG methylation shows a significant increase in centromeres, which reveals a new inhibitory role of H1 in DNA methylation maintenance within satellite repeat arrays. Centromeric DNA hypermethylation is lost in *h1.1 h1.2 cdca7α cdca7β* quadruple mutants, demonstrating that *CDCA7α* and *CDCA7β* can act independently of H1 to enhance MET1 activity at nucleosomes. Overall, these findings establish *CDCA7α* and *CDCA7β* as conserved regulators of DNA methylation within heterochromatin and centromeric satellite repeat arrays.

## Significance

A key question in epigenetic memory is how DNA methylation is maintained and inherited within tightly packed heterochromatin. This process is crucial for genome stability, and its disruption can cause ICF syndrome, a disorder associated with mutations in CDCA7. Our study explains the conserved mechanism by which CDCA7 functions in *Arabidopsis*. We demonstrate that CDCA7 orthologs are vital for counteracting the inhibitory effect of linker histone H1 on the DNA methyltransferase MET1. More importantly, we also identify a second, H1-independent function in which CDCA7s directly boost MET1 activity at centromeric satellite repeats. These discoveries reveal a sophisticated, bimodal system that guarantees the faithful inheritance of CG methylation and deepen our understanding of the interplay between chromatin accessibility and epigenetic memory.

DNA methylation plays an essential role in silencing genes and transposable elements (TEs) (1), which is indispensable for development and reproduction in mammals (1–3). In *Arabidopsis thaliana* (hereafter *Arabidopsis*), DNA methylation occurs in CG, CHG (H = A, T, or C), and CHH sequence contexts. VIM proteins recognize hemimethylated cytosines and recruit MET1 to maintain CG methylation, while non-CG methylation is propagated by CHROMOMETHYLASE2 (CMT2) and CHROMOMETHYLASE3 (CMT3) (4). The RNA-directed DNA methylation (RdDM) pathway de novo methylates TEs via methyltransferases DRM1 and DRM2 (5). DNA methylation maintenance faces a significant challenge in regions with a high density of nucleosomes, particularly in heterochromatin, which restricts access to un- or hemimethylated cytosine substrates for DNA methyltransferases (6–9). To overcome this barrier, *Arabidopsis* DDM1 has been proposed to remodel H1-containing nucleosomes, enabling DNA methyltransferases to access pericentromeric chromatin (6, 7, 10–12). However, the mechanism guiding DDM1 to its nucleosome targets remains unclear.

In mammals, HELLS (the homolog of DDM1) depends on CDCA7 for localization and activation (13). Evolutionary analyses have suggested that CDCA7 is an essential cofactor for HELLS/DDM1 across eukaryotes (14). CDCA7 contains an evolutionarily conserved zf-4CXXC_R1 domain that recognizes hemimethylated CpG in the DNA major groove (13–17). Simultaneously, CDCA7 can interact with HELLS and relieve its catalytic autoinhibition (13). Current research suggests that CDCA7 recruits HELLS to satellite DNA arrays via the zf-4CXXC_R1 domain and activates HELLS to remodel nucleosomes for replication-uncoupled DNA methylation maintenance via UHRF (an ortholog of VIM) and DNMT1 (an ortholog of MET1) (15). Mutations in the zf-4CXXC_R1 domain, or HELLS-interacting domain, of CDCA7 lead to DNA hypomethylation at juxta-centromeric satellite DNA, resulting in centromere instability and ICF syndrome (13, 18). Mammalian centromeres consist of megabase arrays of alpha-satellite repeats, which serve as the site for CENP-A histone loading and kinetochore formation (19–22). Although the *Arabidopsis* genome is smaller (~130 Mb) compared to the human genome (~3 Gb), it also uses comparably sized megabase arrays of a 178-base pair satellite repeat (*CEN178*) for its centromeres (23–25). Centromeric and pericentromeric regions are heavily methylated at CG sites in both mammals and *Arabidopsis*. However, they differ in that CENP-A-occupied repeats are CG hypomethylated in mammals, whereas *Arabidopsis* CENH3-occupied *CEN178* repeats are densely CG methylated (22, 23). Whether CDCA7 proteins operate through similar mechanisms to assist CG methylation maintenance in plant centromeres and other genomic regions remains unknown. Additionally, DDM1 can remodel nucleosomes independently, while HELLS requires CDCA7 binding to perform remodeling activities (11, 26). This indicates that *Arabidopsis* CDCA7 proteins may function differently from their mammalian counterparts during DNA methylation maintenance.

In this study, we show that two Class I CDCA7 proteins, *CDCA7α* and *CDCA7β,* work redundantly to maintain CG methylation in *Arabidopsis* centromeric satellite repeat arrays and pericentromeric regions. The CG hypomethylation seen in *cdca7α cdca7β* mutants is less severe than in the *ddm1-2* and *met1* mutants, suggesting that *CDCA7α* and *CDCA7β* partially contribute to DDM1-dependent methylation. Machine learning analysis identified nucleosome density, linker histone H1 enrichment, plant-specific heterochromatic H2A variant H2A.W abundance, and H3K9me2 levels as key chromatin features predicting methylation loss in the *cdca7α cdca7β* background, indicating that compact chromatin depends heavily on *CDCA7α* and *CDCA7β* for CG methylation maintenance. Supporting this, H1 depletion restores DNA methylation in *cdca7α cdca7β* mutants, showing that H1 is the main barrier to VIM and MET1 access when CDCA7 proteins are absent. Therefore, in the wild-type, *CDCA7α* and *CDCA7β* act on H1-containing nucleosomes to promote the access of VIM and MET1. To determine whether CDCA7 functions independently of H1, we examined the *h1.1 h1.2* mutant. We found significant centromeric CG hypermethylation, revealing an unexpected role for H1 in preventing CG methylation within the *Arabidopsis* centromere satellite repeat arrays. This DNA hypermethylation is abolished in *h1.1 h1.2 cdca7α cdca7β* quadruple mutants, indicating that *CDCA7α* and *CDCA7β* also promote CG methylation even in the absence of H1. These findings highlight the conserved role of CDCA7 orthologs and demonstrate that *Arabidopsis* CDCA7 supports MET1 activity across a range of nucleosome contexts, including centromere satellite repeat arrays. Our results also provide genetic evidence that histone H1 regulates DNA methylation levels in centromeric satellite repeat arrays.

## Results

### *CDCA7α* and *CDCA7β* Are Conserved CDCA7 Orthologs.

Mutations in three critical amino acids (R274, G294, and R304) of the CDCA7 zf-CXXC_R1 domain reduce its binding affinity to hemimethylated CpG sites, leading to ICF syndrome (15). Among the three classes of *Arabidopsis* CDCA7 proteins (Fig. 1*A*), only Class I CDCA7s (*CDCA7α* and *CDCA7β*) retain these residues and the cysteines required for zf-CXXC_R1 domain folding (Fig. 1 *B* and *C*) (14). Consistent with this conservation, *CDCA7α* (AT4G37110) and *CDCA7β* (AT2G23530) preferentially bind hemimethylated DNA over fully methylated or unmethylated DNA in vitro, suggesting a similar selectivity in vivo (15)

**Fig. 1.**
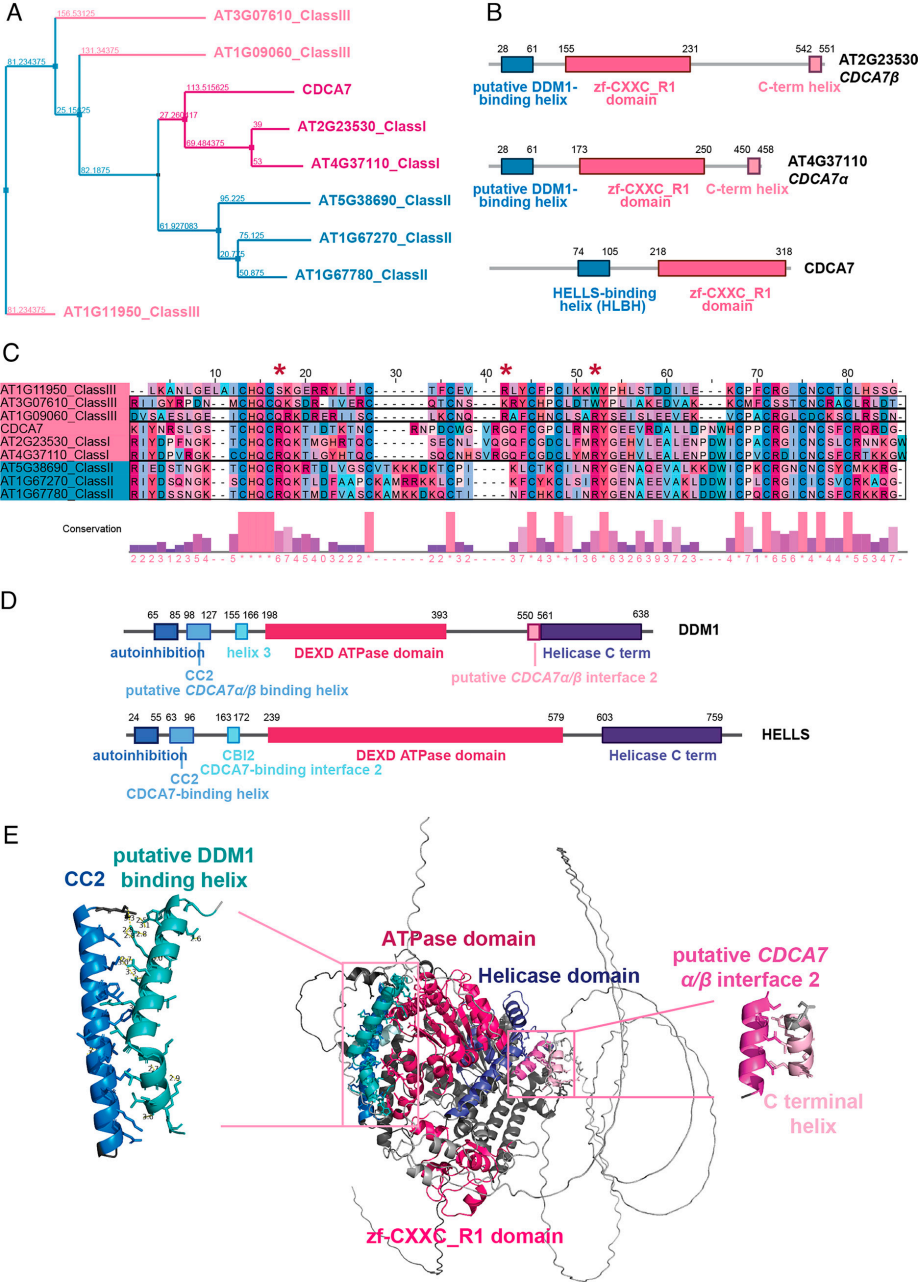
*CDCA7α* and *CDCA7β* are conserved CDCA7 orthologs (*A*) Phylogenetic tree based on the conservation of zf-CXXC_R1 domains of *homo sapiens* CDCA7 and its *Arabidopsis thaliana* homologs. (*B*) Functional domain annotations of *homo sapiens* CDCA7 and two *Arabidopsis* Class I CDCA7s. (*C*) Sequence alignment calculated by Clustal Omega of the zf-CXXC_R1 domains of *homo sapiens* CDCA7 and its *Arabidopsis* homologs. The red asterisks indicate key residues (R274, G294, and R304) that were mutated in ICF syndrome. (*D*) Domain annotations of HELLS and DDM1. (*E*) *CDCA7β* and DDM1 interaction model predicted by AF3. Cyan represents the putative DDM1-binding helix of *CDCA7β*. Blue represents CC2 of DDM1. Light pink represents the C-terminal helix of *CDCA7β*. Pink represents putative CDCA7 interface 2 of DDM1. Dark pink represents the ATPase domain of DDM1. Purple indicates the Helicase C term domain of DDM1. Bright pink represents the zf-CXXC_R1 domain of *CDCA7β*.

Class I CDCA7s also share a similar protein structure with mammalian CDCA7, including an N-terminal helix analogous to the HELLS-binding helix (HLBH) (Fig. 1*B* and *SI Appendix*, Fig. S1*A*). Both HELLS and *Arabidopsis* DDM1 have an N-terminal coiled-coil domain (CC2), which is known in HELLS to be critical for interaction with CDCA7 (Fig. 1*D*) (11, 15). AlphaFold 3 (AF3) predicts that the HLBH of *CDCA7α* and *CDCA7β* directly interacts with DDM1’s CC2 through multiple types of interactions (Fig. 1*E* and *SI Appendix*, Fig. S1 *B*–*D* and Tables S1 and S2) (27). Consistent with this, DDM1 lacking the CC2-containing N-terminal domain cannot complement *ddm1* mutants (12), indicating that interaction with *CDCA7α*/*β* is essential for DDM1 function. In addition to the HLBH–CC2 interaction, HELLS also relies on the CDCA7-binding interface 2 (CBI2) to strengthen its association with CDCA7. By contrast, DDM1 is predicted to use its helicase domain to interact with the C-terminal helix of *CDCA7α*/*β* (Fig. 1*E* and *SI Appendix*, Fig. S1*D*). This interaction likely compensates for the absence of CBI2, suggesting different recruitment strategies of CDCA7 proteins in plants and mammals. Overall, AF3’s structural predictions suggest that *CDCA7α* and *CDCA7β* retain key features of human CDCA7 and imply their functional conservation.

### *CDCA7α* and *CDCA7β* Are Required for the Maintenance of Heterochromatic DNA Methylation.

Given the evolutionary conservation between *Arabidopsis CDCA7α and CDCA7β* homologs and mammalian CDCA7, we investigated their roles in DNA methylation maintenance. Using CRISPR-Cas9, we generated loss-of-function mutants for *cdca7α, cdca7β, cdca7α*^+/−^ *cdca7β,* and *cdca7α cdca7β* in the Col-0 background (*SI Appendix*, Fig. S2*A*) and conducted Whole-Genome Bisulfite Sequencing (WGBS) to assess genome-wide DNA methylation. Loss of *CDCA7β* alone results in a 2% reduction in overall CG methylation, primarily observed in heterochromatin (Fig. 2 *A*–*E*). In comparison, knocking out *CDCA7α* alone causes a 6% decrease in CG methylation at pericentromeric regions (Fig. 2 *A*−*E*), while non-CG methylation shows less than 1% difference (Fig. 2*A* and *SI Appendix*, Fig. S2 *B* and *C*). These findings suggest that *CDCA7α*, compared to *CDCA7β*, plays a more prominent role in supporting VIM and MET1-mediated CG methylation.

**Fig. 2.**
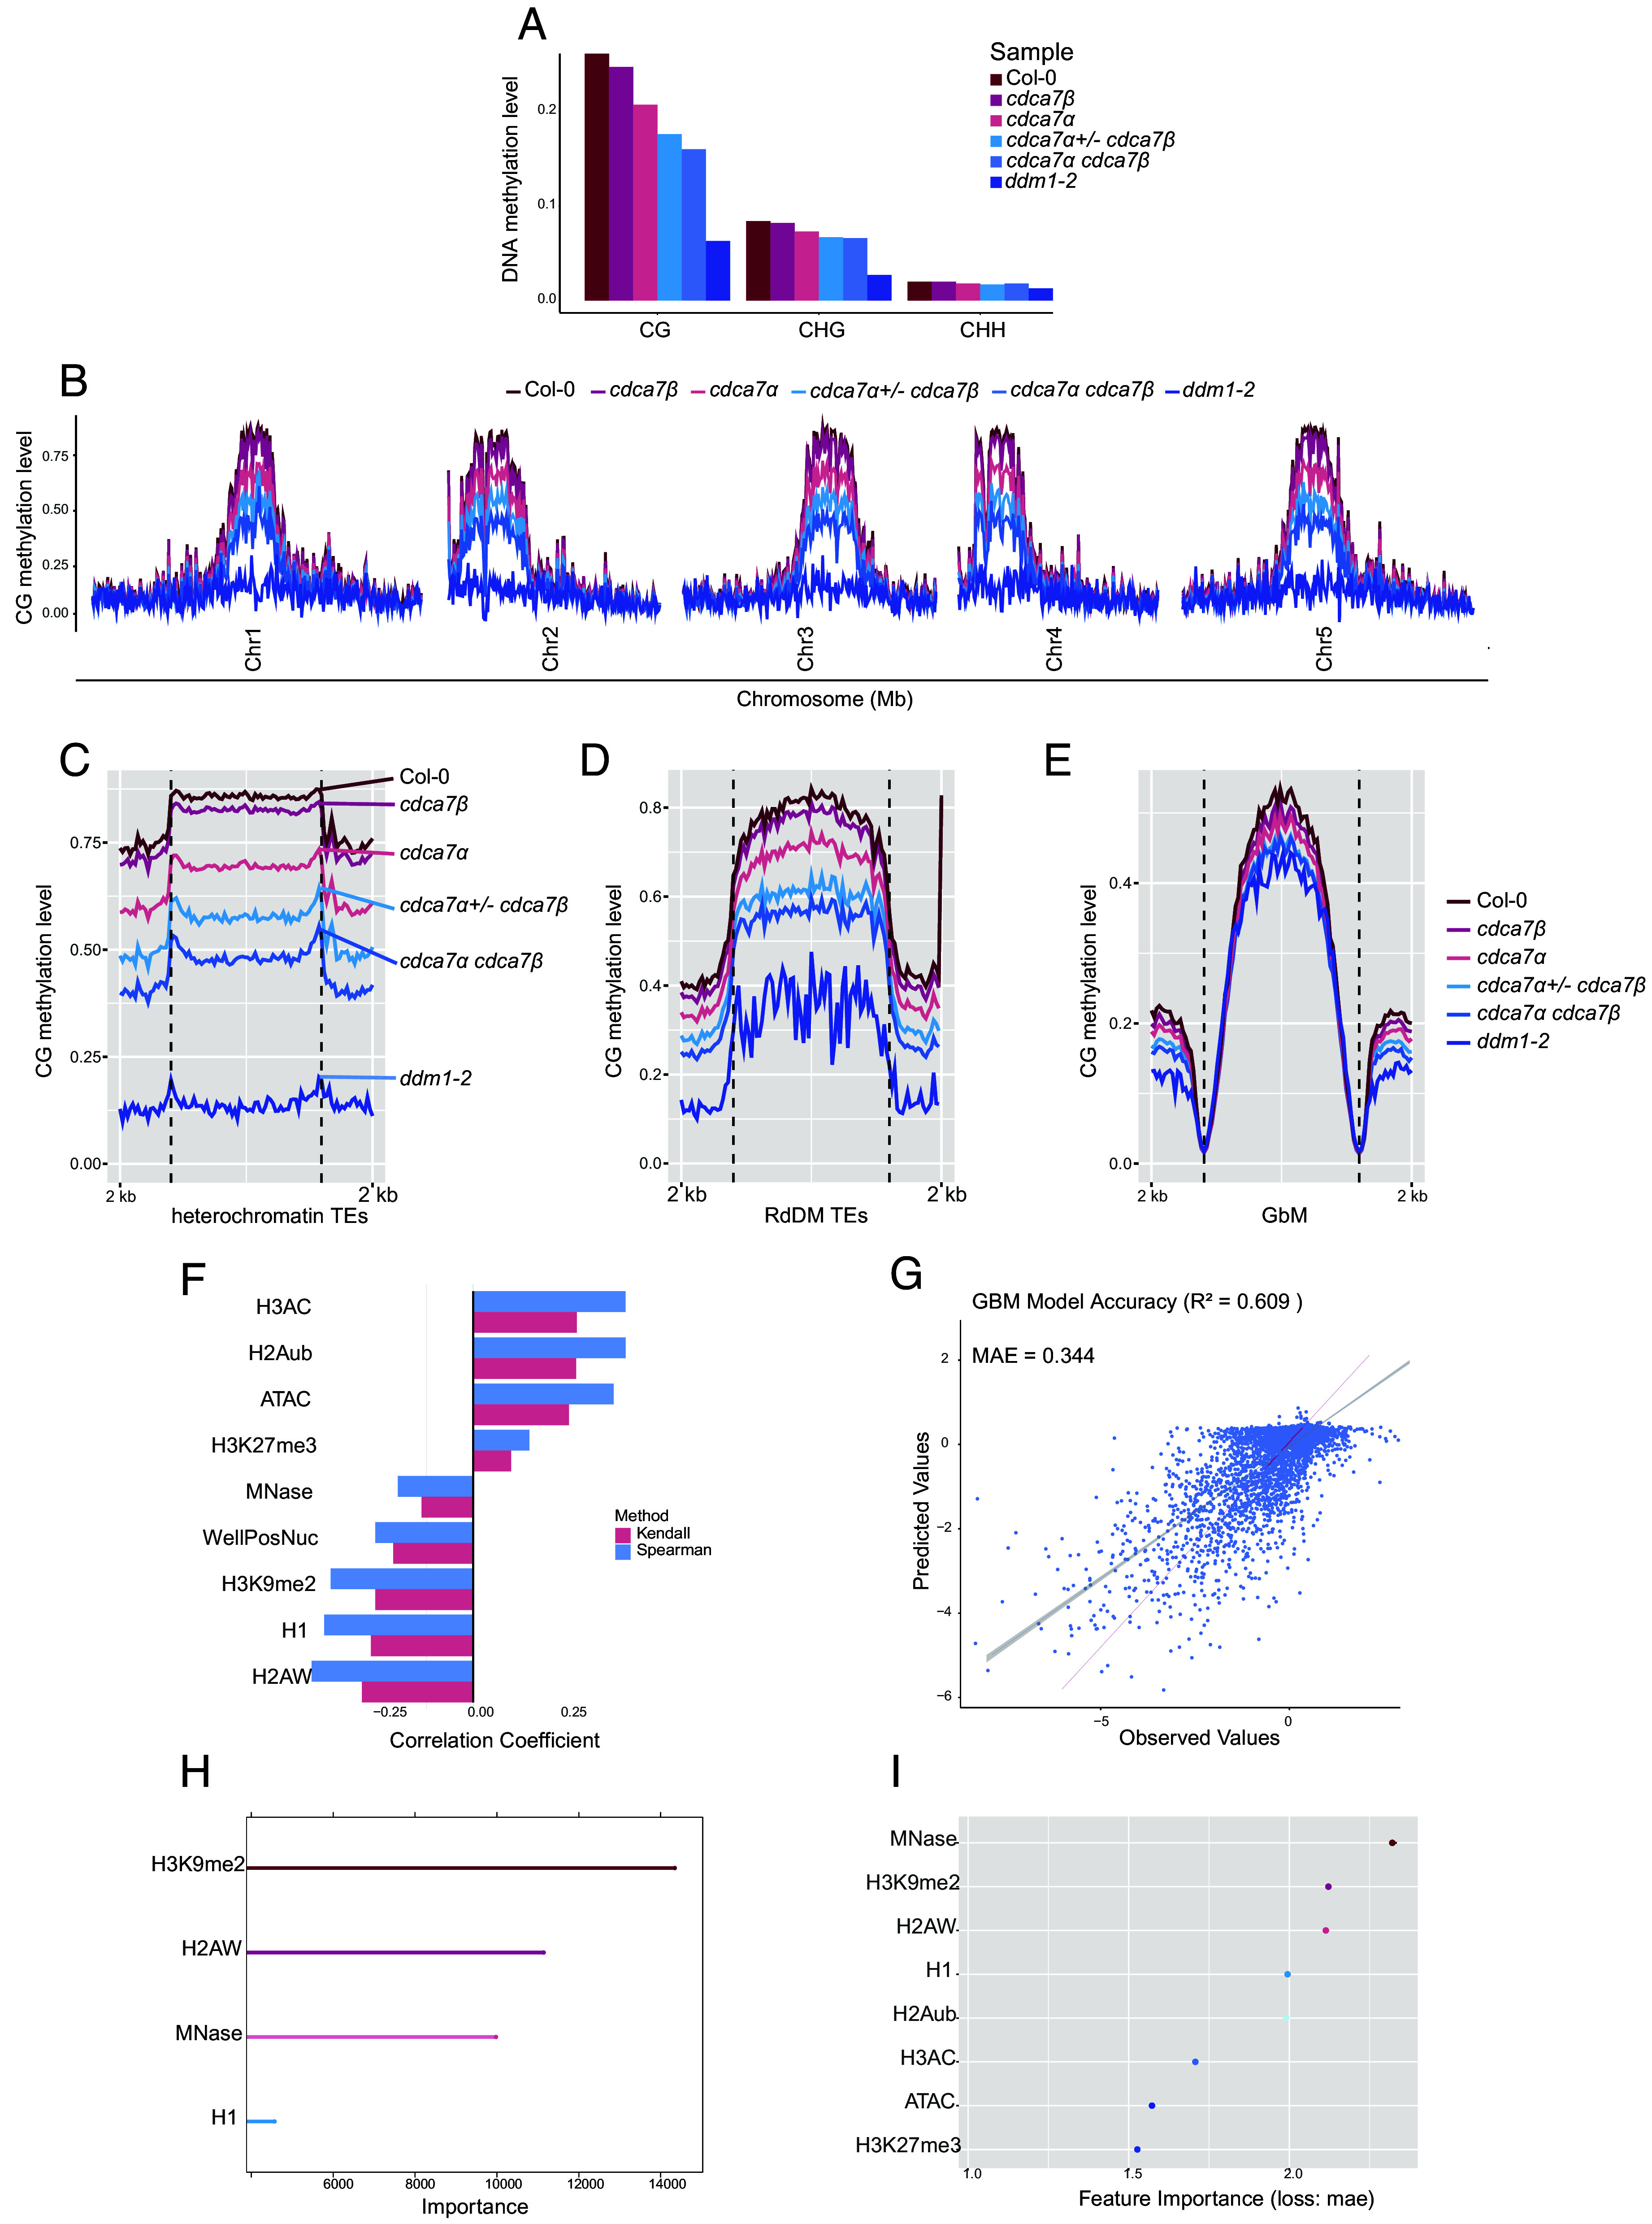
*CDCA7α* and *CDCA7β* maintain heterochromatic DNA methylation (*A*) Global DNA methylation summary of Col-0, *cdca7α, cdca7β, cdca7α*^+/−^ *cdca7β, cdca7α cdca7β*, and *ddm1-2*. (*B*) Genome-wide CG methylation landscape of Col-0*, cdca7α, cdca7β, cdca7α^+/−^ cdca7β, cdca7α cdca7β,* and *ddm1-2*. Metaplots showing the CG methylation level at (*C*) heterochromatin TEs, (*D*) RdDM targeted TEs, and (*E*) GbM across genotypes. (*F*) Spearman and Kendall correlation coefficients between epigenetic features and CG methylation changes in the *cdca7α cdca7β* mutant compared to wild type. (*G*) Prediction accuracy of generalized boosted regression model. (*H*) Rank of the importance of epigenetic features via the generalized boosted regression model. (*I*) The rank of the importance of epigenetic features, derived by shuffling each feature and measuring the reduction in performance.

Since *CDCA7α* and *CDCA7β* may be genetically redundant, we knocked out one *CDCA7α* allele in the *CDCA7β* mutant background. Lacking one *CDCA7α* copy enhanced the *cdc7β* CG hypomethylation phenotype (Fig. 2 *A*–*E*), while complete knockout of both *CDCA7α* and *CDCA7β* caused severe CG methylation loss at heterochromatic TEs (40% loss), compared to RdDM-targeted TEs (25% loss), and gene-body methylated (GbM) genes (10% loss). This reveals a genetic redundancy and a dosage-dependent role for *CDCA7α*. In contrast, CHG and CHH methylation decreased only slightly at heterochromatin (less than 10% loss) (*SI Appendix*, Fig. S2 *B* and *C*). Notably, *cdca7α cdca7β* mutants retained approximately 50% of wild-type pericentromeric CG methylation, which is much higher than the 10% in *ddm1-2* mutants and the 2% (near-complete loss) in *met1* mutants (Fig. 2 *A*–*E*) (28). Therefore, unlike CDCA7 in mammals, *CDCA7α* and *CDCA7β* are only partially required for DDM1 function in vivo. DDM1 may either remodel nucleosomes independently of *CDCA7α*/*β* or depend on additional methylation readers for recruitment and activity.

To further analyze the genome-wide patterns of DNA CG hypomethylation in *cdca7α cdca7β* mutants, we mapped hypomethylated differentially methylated regions (hypoDMRs). These regions were mainly enriched in pericentromeric chromatin, which is characterized by high nucleosome density, H2A.W, H3K9me2 marks, and linker histone H1 (*SI Appendix*, Fig. S2 *D* and *E*). Supporting this, heterochromatic nucleosomes show about 27% CG methylation loss, while genic nucleosomes only exhibit a 3% reduction in *cdca7α cdca7β* (*SI Appendix*, Fig. S2 *F* and *G*). This suggests that heterochromatic nucleosomes, in part, depend on *CDCA7α* and *CDCA7β* for CG methylation maintenance.

To identify epigenetic features that predict CG methylation loss, we combined correlation analysis, machine learning, and feature importance ranking. Spearman and Kendall correlation coefficients showed strong links between *cdca7α cdca7β* CG hypomethylation and the heterochromatic features H2A.W, H1, and H3K9me2 (Fig. 2*F* and *SI Appendix*, Fig. S2*H*). Conversely, transcription-activating marks like H3AC and H2Aub, along with ATAC-seq signals (indicating open chromatin) in wild-type, were associated with increased CG methylation in *cdca7α cdca7β* mutants (*SI Appendix*, Fig. S2 *E* and *H*). This increase in CG DNA methylation occurs at open chromatin regions, consistent with the redistribution of VIMs and MET1 to more accessible euchromatin when heterochromatin access is restricted due to the loss of *CDCA7α* and *CDCA7β*.

Using a generalized boosted regression model to predict CG methylation loss in *cdca7α cdca7β*, we achieved an *R^2^* value of 0.609 and a mean absolute error of ~0.3 (Fig. 2*G*). Among all features, H3K9me2, H2A.W, and nucleosome density (MNase-seq signal) emerged as the top predictors of CG hypomethylation in *cdca7α cdca7β* (Fig. 2*H*). To account for multicollinearity among features, we employed a permutation-based approach, shuffling individual features and quantifying their impact on model performance. Nucleosome density (MNase-seq) was the most critical predictor, followed by H3K9me2, H2A.W, and H1 enrichment (Fig. 2*I*). These findings suggest that the CG maintenance machinery requires *CDCA7α* and *CDCA7β* to enable access to heterochromatic nucleosomes marked by H3K9me2, H2A.W, and H1 for CG methylation maintenance. The interplay of these features underscores the chromatin context dependency of *CDCA7α*/*β* mediated CG methylation.

### *CDCA7α* and *CDCA7β* Facilitate Methyltransferase Activity At H1-Containing Nucleosomes.

DDM1 is essential for CG DNA methylation activity in H1-containing chromatin (6, 7). To determine whether *CDCA7α*/*β* facilitates DNA methyltransferase activity at H1-containing nucleosomes, we generated *h1.1 h1.2 cdca7α cdca7β* quadruple mutants (*SI Appendix*, Fig. S3*A*) and compared CG methylation levels to those in *cdca7α cdca7β* mutants. Genome-wide CG hypomethylation in the *cdca7α cdca7β* mutants was largely restored in the quadruple mutants, with DNA methylation levels nearly returning to wild-type at heterochromatic TEs, RdDM-targeted TEs, and GbM genes (Fig. 3 *A*–*F*). These findings support that *CDCA7 α/β* and DDM1 operate in the same pathway for DNA methylation maintenance, playing a role in counteracting the repression of methyltransferase activity caused by histone H1 enrichment.

**Fig. 3.**
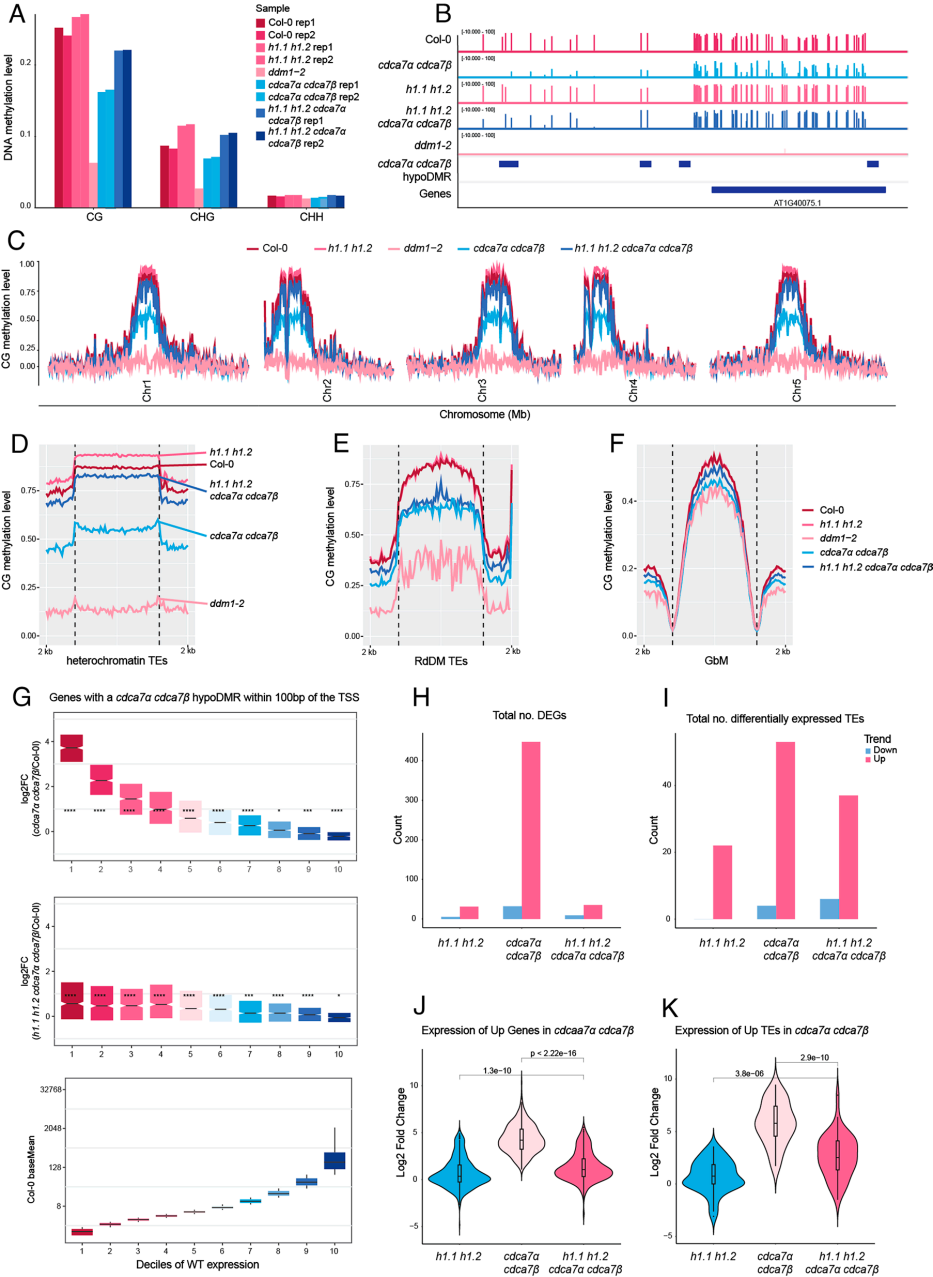
*CDCA7α* and *CDCA7β* facilitate methyltransferases to access H1-containing nucleosomes (*A*) Global DNA methylation summary of Col-0, *h1.1 h1.2, cdca7α cdca7β, h1.1 h1.2 cdca7α cdca7β,* and *ddm1-2*. (*B*) Genome browser example showing CG methylation levels at the representative locus in Col-0, *cdca7α cdca7β, h1.1 h1.2, h1.1 h1.2 cdca7α cdca7β,* and *ddm1-2*. (*C*) Genome-wide CG methylation landscape of Col-0, *cdca7α cdca7β, h1.1 h1.2, h1.1 h1.2 cdca7α cdca7β*, and *ddm1-2*. Metaplots showing the CG methylation level at (*D*) heterochromatin TEs, (*E*) RdDM targeted TEs, and (*F*) GbM across genotypes. (*G*) Normalized expression of genes proximal to the *cdca7α cdca7β* hypoDMR. The *Bottom* bar plot shows the ten deciles clustered by wild-type expression level. Total number of differentially expressed (*H*) genes, and (*I*) TEs in *h1.1 h1.2, cdca7α cdca7β*, and *h1.1 h1.2 cdca7α cdca7β*. Log2 fold change of expression of upregulated (*J*) genes, and (*K*) TEs in *h1.1 h1.2, cdca7α cdca7β*, and *h1.1 h1.2 cdca7α cdca7β*.

We found that a subset of hypoDMRs, located at heterochromatin-euchromatin boundaries, remained DNA hypomethylated in *h1.1 h1.2 cdca7α cdca7β* mutants (*SI Appendix*, Fig. S3*B*). These regions showed lower nucleosome density, reduced chromatin accessibility, and depletion of repressive histone marks (*SI Appendix*, Fig. S3 *C*–*F*), indicating that *CDCA7α* and *CDCA7β* target inaccessible heterochromatin edges. We also found that MORC proteins, ATP-dependent enzymes that compact and silence chromatin (29), preferentially target regions that remain hypomethylated in *h1.1 h1.2 cdca7α cdca7β* mutants (*SI Appendix*, Fig. S3*G*). Therefore, outside of H1-enriched nucleosomes, *CDCA7α* and *CDCA7β* may assist VIM-MET1 to overcome MORC-mediated chromatin compaction.

CG hypomethylation at *cdca7α cdca7β* hypoDMRs triggered mRNA upregulation of proximal genes (within 100 bp), especially those with low baseline expression in wild type (Fig. 3*G*). 

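The RNA-seq experiment comprised 12 libraries from 14-day-old seedlings, 3 each of Col-0, *h1.1 h1.2*, *cdca7α cdca7β* and *h1.1 h1.2 cdca7α cdca7β*, made from 500 ng of RNA with a stranded mRNA kit. The authors deposited the number of reads counted on each gene and on each TE in each library, without normalization. Each table lists 35651 genes or 31189 TEs. The sample title and the name of the count table give the same genotype for the 3 quadruple mutant libraries and different genotypes for the other 9. Libraries titled *cdca7α cdca7β* have tables named Col-0, libraries titled Col-0 have tables named *h1.1 h1.2*, and libraries titled *h1.1 h1.2* have tables named *cdca7α cdca7β*. Genotypes were set by the titles, and a library is called labelled with its titled genotype. Each comparison is also given with the genotypes of the table names, and no library was assigned by its values. HypoDMRs were not analysed here, so genes within 100 bp of one were not separated from the other genes.
The 4 targeted genes had few counts in every library. *H1.1* (AT1G06760) had 0, 0 and 0 counts in the libraries labelled *cdca7α cdca7β*, 3, 2 and 10 in those labelled Col-0, 21, 1 and 0 in those labelled *h1.1 h1.2*, and 4, 6 and 5 in the quadruple mutant. *H1.2* (AT2G30620) had 0, 1 and 2 counts in the libraries labelled *cdca7α cdca7β*, 1, 15 and 7 in those labelled Col-0, 16, 3 and 9 in those labelled *h1.1 h1.2*, and 7, 0 and 10 in the quadruple mutant. *CDCA7α* (AT4G37110) had 3, 2 and 8 counts in the libraries labelled *cdca7α cdca7β*, 4, 2 and 10 in those labelled Col-0, 0, 0 and 5 in those labelled *h1.1 h1.2*, and 0, 0 and 0 in the quadruple mutant. *CDCA7β* (AT2G23530) had 0, 1 and 0 counts in the libraries labelled *cdca7α cdca7β*, 0, 7 and 0 in those labelled Col-0, and 0 in each of the 6 other libraries. Neither *H1* gene was lowest in the libraries labelled *h1.1 h1.2*, and neither *CDCA7* gene was lowest in those labelled *cdca7α cdca7β*, so the targeted genes do not bear out the titles. By table names, both *CDCA7* genes were lowest in the sets named *cdca7α cdca7β* and *h1.1 h1.2 cdca7α cdca7β*, and neither *H1* gene was lowest in the set named *h1.1 h1.2*. These counts were too few to decide between the titles and the table names. The paper reports inserted bases in the coding regions of both *CDCA7* genes (Fig. S2A), which need not lower their counts. Which strand of a gene the counts cover is not stated in the paper's text. Of the 21 genes that the paper names, 14 had a median of 0 counts over the 12 libraries and the largest median was 5.
Reads per library ranged from 25236235 to 43462077. The reads counted on genes had a median of 674624 in the libraries labelled Col-0 (605255 to 833911), 679387 in those labelled *cdca7α cdca7β* (582642 to 750749), 597744 in those labelled *h1.1 h1.2* (511830 to 661451) and 462355 in the quadruple mutant (450869 to 556326). The reads counted on TEs had a median of 196344 in the libraries labelled Col-0 (143772 to 208584), 164931 in those labelled *cdca7α cdca7β* (163457 to 167997), 128729 in those labelled *h1.1 h1.2* (119808 to 144555) and 116353 in the quadruple mutant (115994 to 131362). Genes and TEs were tested with edgeR's quasi-likelihood F test on all 12 libraries in 1 fit, after TMM normalization and edgeR's filter on low counts, and TE counts were scaled by the gene counts of the same library. A call required a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 1, the cutoffs of the paper.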

Notably, H1 depletion restored the expression of most *cdca7α cdca7β* upregulated genes to near-wild type levels (Fig. 3*G*). Beyond the genes proximal to *cdca7α cdca7β* hypoDMRs, genome-wide, *cdca7α cdca7β* mutants activated approximately 450 genes, with most (85%) becoming transcriptionally silent in *h1.1 h1.2 cdca7α cdca7β* (Fig. 3*H*). Additionally, about 55 TEs became significantly activated in *cdca7α cdca7β* (Fig. 3*I*). 

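By title, 2 of the 4461 tested genes, AT2G05015 and AT5G14080, were called higher in the libraries labelled *cdca7α cdca7β* than in those labelled Col-0, and 17 were called lower. AT2G05015, singled out after its values were seen, was at 1052, 1457 and 0 CPM (counts scaled to library size) in the 3 libraries labelled *cdca7α cdca7β*, so its call rests on 2 of them. Neither gene was called higher in the libraries labelled *h1.1 h1.2 cdca7α cdca7β* than in those labelled Col-0 (2 of 2 not called higher, 100%, Wilson 95% interval 34.2 to 100%). AT2G05015 was also called lower there than in the libraries labelled *cdca7α cdca7β*. In 18 of the 19 called genes the libraries of both groups did not overlap (chance gives 10% among genes not chosen for a difference, and these were called on the same libraries), and the 5 of these with the largest absolute log2 fold changes were all lower in the libraries labelled *cdca7α cdca7β*. AT5G26970 had 104, 116 and 118 counts in the libraries labelled Col-0 and 0 in each labelled *cdca7α cdca7β*, which is at least 98.1-fold lower (log2 fold change -9.59, SE 0.728, adjusted p = 2.97e-05 from edgeR). AT5G35935, a pseudogene, had 27, 40 and 19 counts in the libraries labelled Col-0 and 1, 0 and 0 in those labelled *cdca7α cdca7β* (log2 fold change -5.70, SE 0.717, adjusted p = 0.00136 from edgeR). AT2G05705, AT5G49465 and AT3G25719 had log2 fold changes of -8.25, -7.24 and -5.30. The adjusted p of the last 2 rose above 0.05 in at least 1 of the fits that left out 1 library. Without the filter on low counts, 18 genes were called higher and 37 lower, and leaving out 1 library gave 0 to 6 higher and 4 to 22 lower.
By table names, 90 genes were called higher and 7 lower in the *cdca7α cdca7β* set than in the Col-0 set. The largest change was that of AT3G06465, a long noncoding RNA gene, with 1142, 1640 and 1098 counts in the tables named *cdca7α cdca7β* and 0, 2 and 1 in those named Col-0 (log2 fold change 10.26, SE 0.785, adjusted p = 5.88e-06 from edgeR). AT1G36630 had 63, 118 and 135 counts in the tables named *cdca7α cdca7β* and 0 in each named Col-0, at least 111-fold higher (log2 fold change 9.77, SE 0.997, adjusted p = 0.000996 from edgeR). AT2G10250, AT5G29562 and AT2G10620 followed with log2 fold changes of 8.67, 8.38 and 8.27, and the adjusted p of each rose above 0.05 in at least 1 of these fits. Of the 90 genes, 63 (70.0%) had all 3 tables named *cdca7α cdca7β* above all 3 named Col-0. In the quadruple mutant, 83 of the 90 genes (92.2%, Wilson 95% interval 84.8 to 96.2%) were not called higher than in the Col-0 set, and 8 (8.89%, 4.57 to 16.6%) were called lower than in the *cdca7α cdca7β* set. These intervals cover counting error over genes only. The mean log2(CPM + 1) of the 90 genes was 6.68 ± 1.58 (SD, n = 3 libraries) in the *cdca7α cdca7β* set, 4.34 ± 0.36 in the quadruple mutant, 3.68 ± 0.04 in the *h1.1 h1.2* set and 3.20 ± 0.09 in the Col-0 set. Each pair of sets had an exact two-sided permutation p of 0.1, the smallest that 3 libraries against 3 allow. The genes were chosen on 2 of these 4 sets.
The number of genes called by table names rests on single libraries and on the tool and fit. With DESeq2, the paper's tool, 295 genes were called higher. With only the 6 libraries compared the number was 9, and with the replicate number as a block it was 31. It was 443 without the filter on low counts, 21 without replicate 1 of the tables named *cdca7α cdca7β*, 513 without replicate 2 and 110 without replicate 3, and 8, 5 and 6 without replicates 1, 2 and 3 of the tables named Col-0. Leaving out a library of the other sets gave 10 to 61. Over these 12 fits the share not called higher in the quadruple mutant ranged from 57.1 to 98.2%, and the share called lower there than in the *cdca7α cdca7β* set from 3.64 to 80.0%. Photosynthesis genes, a list of 45 chosen after the counts were seen, took 3.68% of the gene counts of replicate 1 of that set, 0.735% of replicate 3 and 0.111% of replicate 2, against 0.0958 to 0.170% in the 9 other libraries. Of the 90 genes, 69 (76.7%) had their highest CPM in replicate 1 and their lowest in replicate 2, where chance gives 16.7%.

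**Figure D1:**
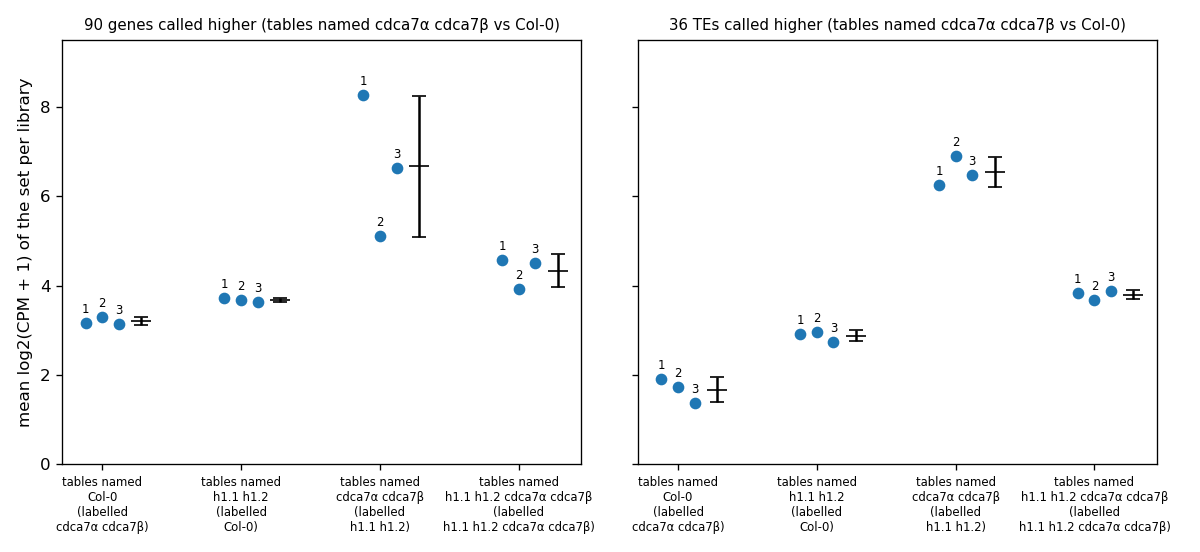
Mean log2(CPM + 1) of the 90 genes and the 36 TEs called higher in the tables named *cdca7α cdca7β* than in those named Col-0, with 1 point per library numbered by replicate, and the mean and SD of each set of 3 libraries, by table name with the titled genotype in parentheses. The gene means of the tables named *cdca7α cdca7β* are 8.27, 5.12 and 6.64, all above the 3.13 to 3.31 of those named Col-0.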

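By title, 0 of the 753 tested TEs were called higher in the libraries labelled *cdca7α cdca7β* than in those labelled Col-0 (15 were higher at an unadjusted p under 0.05) and 14 were called lower (66 at the unadjusted threshold). All 14 had 3 libraries labelled *cdca7α cdca7β* below all 3 labelled Col-0. Chance gives 10% for no overlap, with either group lower, among features not chosen for a difference. These TEs were called on the same libraries. AT1TE93275 had 321, 373 and 242 counts in the libraries labelled Col-0 and 0 in each labelled *cdca7α cdca7β*, at least 265-fold lower (log2 fold change -11.02, SE 0.529, adjusted p = 2.29e-09 from edgeR). AT3TE62100 was at least 64.3-fold lower and AT3TE45385 had a log2 fold change of -4.04. AT4TE18500 and AT3TE73260, at least 14.5-fold and 9.98-fold lower, had an adjusted p above 0.05 in at least 1 of the fits that left out 1 library (at most 0.0969 and 0.0888). With the fit restricted to the 6 libraries compared, 8 TEs were called lower.
By table names, 36 TEs were called higher and 4 lower in the *cdca7α cdca7β* set than in the Col-0 set, and the libraries of both sets did not overlap in any of the 40, which were called on these libraries. The 4 lower TEs were AT1TE98100, AT2TE35695, AT4TE10035 and AT4TE64410, named here after their values were seen. AT1TE93275 was at least 207-fold higher in the *cdca7α cdca7β* set, because its 3 tables at 0 are those named Col-0. AT2TE19615 had 2357, 1901 and 1674 counts in the tables named *cdca7α cdca7β* and 2, 5 and 3 in those named Col-0 (log2 fold change 9.23, SE 0.524, adjusted p = 2.18e-09 from edgeR). AT3TE50570, AT5TE40530 and AT4TE09080 had 0 counts in the tables named Col-0 and were at least 75.5-fold, 75.5-fold and 71.9-fold higher in those named *cdca7α cdca7β*. Of the 36 TEs, 17 had 0 counts in all 3 tables named Col-0. Without the filter on low counts, 55 TEs were called higher. Among the alternatives set beforehand that kept this naming, no other moved this number more. Leaving out 1 library gave 32 to 47.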

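Because no TE was called higher in the libraries labelled *cdca7α cdca7β*, no set of activated TEs could be followed into the quadruple mutant by title. In the quadruple mutant 1 TE, AT4TE17660, was called higher than in the libraries labelled Col-0 and 0 were called lower (31 were lower at an unadjusted p under 0.05). Against the libraries labelled *cdca7α cdca7β*, 17 TEs were called higher in the quadruple mutant and 1, AT1TE63795, singled out after its values were seen, was called lower. By table names, 24 of the 36 TEs called higher in the *cdca7α cdca7β* set (66.7%, Wilson 95% interval 50.3 to 79.8%) were not called higher in the quadruple mutant than in the Col-0 set, and the other 12 were. A direct test of the quadruple mutant against the *cdca7α cdca7β* set called 18 of the 36 lower (50.0%, 34.5 to 65.5%). With DESeq2 in place of edgeR, that share was 32.5%, and leaving out 1 library gave 20 to 57.1%, the lowest without replicate 2 of the quadruple mutant. With the fit restricted to the libraries compared, the share not called higher was 30.8% of the TEs tested in the quadruple mutant. TEs with too few counts in the quadruple mutant and the Col-0 set were not tested there. They are left out of this share, so it cannot be set against the 66.7%. The 12 TEs that remained higher include AT1TE93275, whose counts are 0 in the 3 tables named Col-0 and at least 147 in each of the 9 other libraries. In the *h1.1 h1.2* set, 14 TEs were called higher than in the Col-0 set and 0 lower (15 lower at the unadjusted threshold). The distance of these TEs to hypoDMRs was not analysed here.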

A subset of the *cdca7α cdca7β* activated TEs became downregulated by H1 loss, while TEs close to the remaining *h1.1 h1.2 cdca7α cdca7β* hypoDMRs remained upregulated compared to wild type (Fig. 3*I* and *SI Appendix*, Fig. S3*H*). When examining the extent of gene and TE transcript upregulation, the loss of H1 significantly reduced the degree of upregulation at activated genes, and also partially at activated TEs (Fig. 3 *J* and *K*), consistent with the degree of DNA methylation rescue. These findings demonstrate that *CDCA7α* and *CDCA7β* mainly operate in H1-enriched heterochromatin to preserve DNA methylation and enforce transcriptional silencing. 

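By table names, the 90 genes had a median log2 fold change against the Col-0 set of 4.15 in the *cdca7α cdca7β* set, 0.91 in the quadruple mutant and 0.14 in the *h1.1 h1.2* set, with 1.92, 0.32 and 0.07 as the SD over the 3 libraries of each. With the 9 genes at 0 counts in the Col-0 set put at their bound, these medians were 4.13, 0.86 and 0.18. For the genes called in each fit that left out 1 library, the median ran from 0.74 to 4.13 in the quadruple mutant. In the *cdca7α cdca7β* set it ran from 4.09 to 6.18. With only the 6 libraries compared, the gene medians were 3.58 in the quadruple mutant and 7.68 in the *cdca7α cdca7β* set. The median in the quadruple mutant covers only genes that passed the filter on low counts in that comparison. The 36 TEs had medians of 7.10 in the *cdca7α cdca7β* set, 2.79 in the quadruple mutant and 1.22 in the *h1.1 h1.2* set (SD 0.17, 0.42 and 0.36), and of 4.73, 1.95 and 0.15 with the TEs at 0 counts in the Col-0 set at their bound. The mean log2(CPM + 1) of the 36 TEs was 6.55 ± 0.34 (SD, n = 3 libraries) in the *cdca7α cdca7β* set, 3.80 ± 0.11 in the quadruple mutant, 2.88 ± 0.12 in the *h1.1 h1.2* set and 1.67 ± 0.27 in the Col-0 set, and every pair of sets had an exact two-sided permutation p of 0.1. These medians start from features chosen for being high in the same *cdca7α cdca7β* libraries. When the features were chosen on 2 libraries per set and measured in the one left out, the median log2 differences from the Col-0 set for TEs were 4.77, 6.83 and 4.98 in the *cdca7α cdca7β* set, for 34, 18 and 34 TEs, and 1.60, 1.28 and 1.48 in the quadruple mutant. For genes they were 3.34, 0.03 and 5.32 in the *cdca7α cdca7β* set, for 20, 310 and 5 genes, and 1.90, 0.00 and 3.03 in the quadruple mutant, so the gene medians depended on which library was left out.
Whether the effect of CDCA7 loss differed without H1 was tested as an interaction. The interaction term is the log2 change with CDCA7 loss in the absence of H1 minus that in its presence, so its sign does not give the size of either change. If the table names are right, the term by title is no interaction. It is then the change with H1 loss in the presence of CDCA7 plus that in its absence. By title, the term was positive for 43 genes and negative for 5 (290 and 273 at an unadjusted p under 0.05). It was positive for 20 TEs and negative for 5 (62 and 19 unadjusted). Without the filter on low counts, the gene numbers by title were 105 and 148. Leaving out 1 library gave 17 to 83 genes with a positive and 1 to 115 with a negative term. By table names the term was positive for 0 genes and negative for 0 (134 and 212 at an unadjusted p under 0.05). It was positive for 0 TEs (23 unadjusted) and negative for 6. Features at 0 counts in both the Col-0 and the *h1.1 h1.2* set were out of reach of this test. Its SE was 9578.24 for AT1G36630 and 9410.36 for AT3TE50570, which are among them. The few calls by table names therefore do not show that the effect was the same with and without H1. Without the filter on low counts, the gene numbers by table names were 26 and 94. Leaving out 1 library gave 0 to 2 and 0 to 29. The 5 genes with a negative term by title were AT2G05915, AT2G15800, AT2G15810, AT4G06195 and AT5G14080, and the 5 TEs AT1TE63795, AT2TE19615, AT2TE28020, AT3TE60875 and AT4TE15420, all named after their values were seen. From the smaller upregulation of activated genes and TEs in the quadruple mutant, together with the regained DNA methylation, the paper concludes that *CDCA7α* and *CDCA7β* act mainly in H1-enriched heterochromatin to maintain silencing (Fig. 3 *H*–*K*).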

Their ability to act at heterochromatin boundaries, independent of H1, also highlights a context-specific role.

### *CDCA7α* and *CDCA7β* Promote DNA Methylation At Centromeres.

Since ICF syndrome-associated CDCA7 mutations cause DNA hypomethylation at human centromere alpha-satellite repeats (13, 18), we hypothesized that *Arabidopsis CDCA7α* and *CDCA7β* might similarly regulate repetitive regions, including centromeric *CEN178* satellite repeats. To test this, we analyzed DNA methylation at centromeric regions using the Col-CEN-v1.2 genome assembly (23), which fully resolves centromeric sequences. Loss of *CDCA7α* and *CDCA7β* resulted in approximately a 50% reduction in CG methylation at satellite repeats, while non-CG methylation was only modestly affected (15%) (Fig. 4*A* and *SI Appendix*, Fig. S4 *A* and *B*). Within the *CEN178* repeat arrays, not only was CG methylation substantially reduced, but its distribution also shifted toward linker DNA regions (Fig. 4 *B*–*D*). This pattern suggests that *CDCA7α* and *CDCA7β* are required for proper DNA methylation distribution at CENH3-containing nucleosomes. Supporting this, the decrease in CG methylation was more pronounced at *CEN178* repeats with higher CENH3 enrichment (Fig. 4 *E* and *F*).

**Fig. 4.**
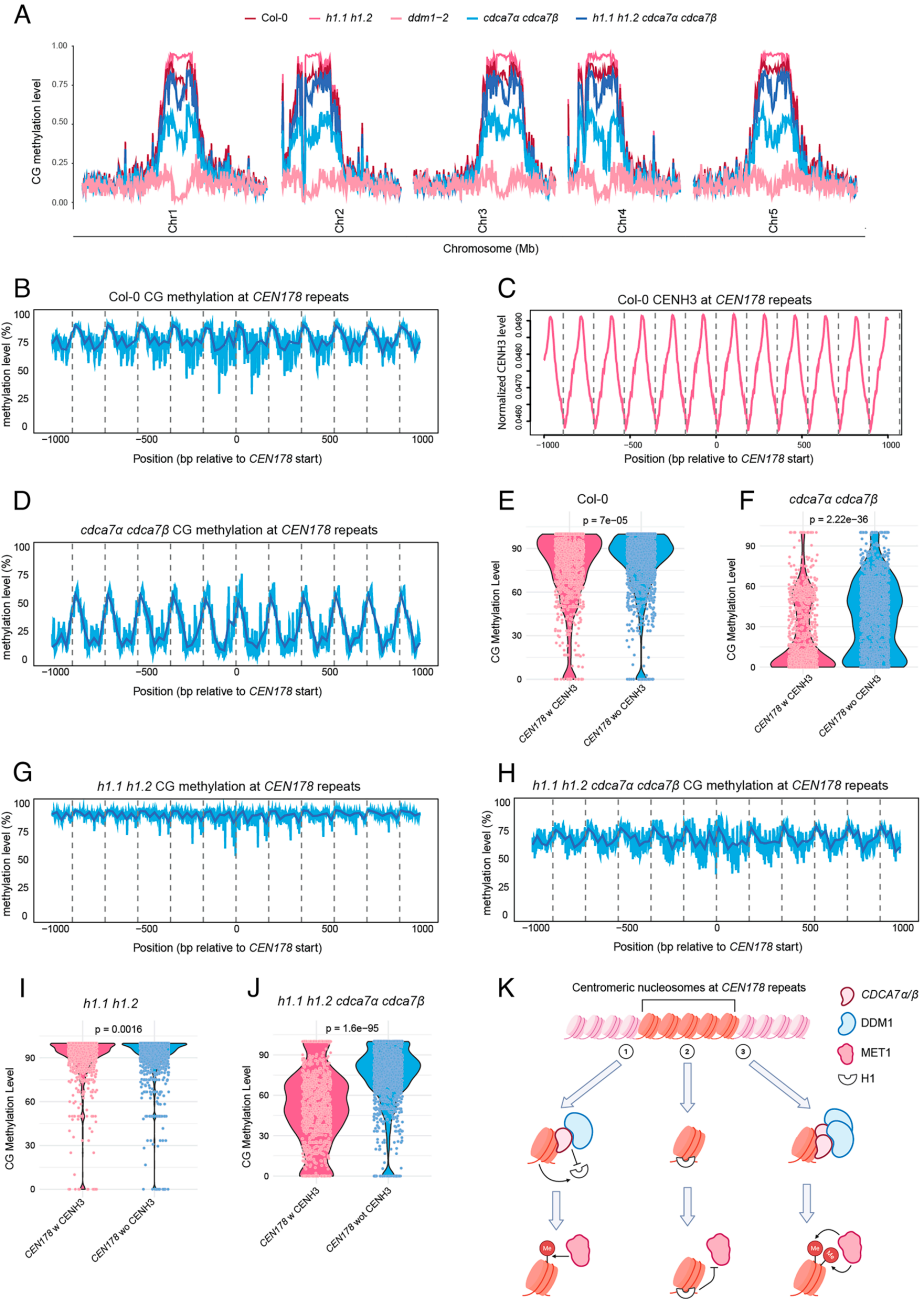
*CDCA7α* and *CDCA7β* promote CG methylation establishment at centromeres. (*A*) Global CG methylation summary of Col-0, *cdca7α cdca7β, h1.1 h1.2, h1.1 h1.2 cdca7α cdca7β,* and *ddm1-2*, using Col-Cen-v1.2 as the reference genome. (*B*) Metaplot showing the CG methylation level at *CEN178* satellite repeats in Col-0. (*C*) Metaplot showing the normalized wild-type CENH3 enrichment at the *CEN178* satellite repeats. (*D*) Metaplot showing the CG methylation level at *CEN178* satellite repeats in the *cdca7α cdca7β* mutant. Violin plots showing the CG methylation level at *CEN178* satellite repeats with and without CENH3 enrichment in (*E*). Col-0, and (*F*) *cdca7α cdca7β.* Metaplots showing the CG methylation level at *CEN178* satellite repeats in (*G*) *h1.1 h1.2* and (*H*) *h1.1 h1.2 cdca7α cdca7β.* Violin plots showing the CG methylation level at *CEN178* satellite repeats with and without CENH3 enrichment in (*I*) *h1.1 h1.2*, and (*J*) *h1.1 h1.2 cdca7α cdca7β* mutants. (*K*) Schematic of the proposed mechanism of *CDCA7α*/*β* at centromeric regions. (1) represents the wild-type condition when *CDCA7α*/*β* recruits DDM1 to remodel H1-containing nucleosomes for VIM- and MET1-mediated CG methylation maintenance. (2) shows that MET1 access to nucleosomes is limited by H1 in the *cdca7α cdca7β* mutant. (3) demonstrates that when H1 is depleted, *CDCA7α*/*β* promotes CG methylation by reducing the nucleosome barrier for MET1. Made via BioRender.

We next assessed whether H1 depletion in the *cdca7α cdca7β* mutant background could similarly restore DNA methylation loss, as we previously observed in the chromosome arms and pericentromeres. Compared to *cdca7α cdca7β* mutants, *h1.1 h1.2 cdca7α cdca7β* quadruple mutants gained CG methylation within the *CEN178* satellite arrays, but only partially (60% versus 80% in wild-type), indicating that *CDCA7α* and *CDCA7β* function beyond H1 in the centromeres (Fig. 4*A*). This aligns with the incomplete rescue of DNA methylation at heterochromatin boundaries seen in *h1.1 h1.2 cdca7α cdca7β* mutants (*SI Appendix*, Fig. S3*B*).

To directly examine the role of *CDCA7α* and *CDCA7β* in centromeric CG methylation without H1, we compared *h1.1 h1.2* and *h1.1 h1.2 cdca7α cdca7β* mutants. Notably, CG methylation, and to a lesser extent, non-CG methylation, increased significantly with H1 loss (Fig. 4*A* and *SI Appendix*, Fig. S4 *A* and *B*). This aligns with DNA hypermethylation observed at heterochromatin in the *h1.1 h1.2* mutant. At *CEN178* satellite arrays, CG methylation approaches nearly 100% in *h1.1 h1.2*, indicating that H1 acts as a barrier to DNA methylation in *Arabidopsis* centromeres (Fig. 4 *A*–*C*, and *G*). In the *h1.1 h1.2* mutants, CG methylation was primarily gained in the centers of *CEN178* repeats, which are typically enriched for CENH3 (Fig. 4 *B*, *C*, and *G*). This CG hypermethylation in the middle of the *CEN178* repeats was lost in the *h1.1 h1.2 cdca7α cdca7β* mutants (Fig. 4 *C*, *G*, and *H*). Consistently, the CG methylation decrease in the quadruple mutant was more pronounced within CENH3-enriched *CEN178* repeats, further emphasizing the role of *CDCA7α* and *CDCA7β* in maintaining DNA methylation at centromeric nucleosomes (Fig. 4 *I* and *J*). However, the increase in CHG and CHH DNA methylation in *h1.1 h1.2* was unaffected by the loss of *CDCA7α* and *CDCA7β* (*SI Appendix*, Fig. S4 *A*–*F*), indicating that they specifically promote VIM and MET-mediated CG methylation.

We propose that the depletion of linker histone H1 broadly decompacts heterochromatin, allowing increased access for *CDCA7α* and *CDCA7β* to the centromeres, thereby promoting CG hypermethylation by VIM and MET1 through a replication-uncoupled mechanism (Fig. 4*K*), to compensate for imperfect replication-coupled maintenance (15, 30). However, the mechanism by which *CDCA7α* and *CDCA7β* are recruited to centromeres remains unclear. One possibility is that the conserved zf-CXXC_R1 domain in *CDCA7α* and *CDCA7β* recognizes non-B-DNA structures in centromeric satellites, as shown in vitro (17). Alternatively, *CDCA7α* and *CDCA7β* might directly recognize *CEN178* repeats or associated centromeric chromatin marks, diverging from the binding preferences seen in mammalian CDCA7.

## Discussion

This work indicates that *CDCA7α* and *CDCA7β*, the *Arabidopsis* counterparts of mammalian CDCA7, interact with DDM1 to help maintain CG methylation, which is consistent with a recent publication on *CDCA7α* and *CDCA7β* (31). Differing from mammalian studies, we suggest that *CDCA7α* and *CDCA7β* facilitate VIM and MET1 access to tightly packed heterochromatin by remodeling H1-containing nucleosomes at pericentromeric regions. This idea is supported by the rescue of pericentromeric DNA hypomethylation in *cdca7α cdca7β* mutants when H1 is lost in *h1.1 h1.2 cdca7α cdca7β* quadruple mutants. We also found a role for *CDCA7α* and *CDCA7β* in promoting centromeric CG methylation in the absence of H1. We suggest that *CDCA7α* and *CDCA7β* remodel CENH3-containing nucleosomes and provide better access to methyltransferases, including but not limited to VIM and MET1 (Fig. 4*K*).

Importantly, our study uncovers a role for H1 in preventing DNA methylation at centromeric chromatin, a function not previously reported. Since the loss of H1 results in nearly saturated CG methylation at satellite repeats, primarily due to *CDCA7α* and *CDCA7β* activity, we suggest that H1-bound hemimethylated nucleosomes are common features of *Arabidopsis* centromeres. H1 depletion then allows DNA methylation maintenance through the CDCA7 pathway. This finding provides insight into the mechanism behind the low DNA methylation levels at mammalian CENP-A-occupied repeats, with a high abundance of linker histone H1 likely restricting centromeric DNA methylation. *CDCA7α* and *CDCA7β* may directly recognize centromeric DNA motifs to facilitate methylation establishment and maintenance in these regions. The conserved zf-CXXC_R1 domain of *CDCA7α* and *CDCA7β* can bind both canonical and non-B-DNA structures (17), but its exact targeting preferences remain unknown. Future studies combining in vitro binding assays and in vivo mutagenesis will clarify whether centromeric repeats or structural features determine *CDCA7α*/*β* localization.

While *cdca7α cdca7β* mutants show DNA hypomethylation, the extent of reduction is less than in *ddm1-2* and *met1* mutants. This difference in phenotypic severity suggests two possibilities: 1) *Arabidopsis* Class II/III CDCA7 homologs might partially compensate for *CDCA7α* and *CDCA7β* in recruiting DDM1, or 2) DDM1 can still partially localize to heterochromatin without CDCA7 proteins. Further research into DDM1 recruitment mechanisms is needed to clarify this. These findings underscore the conserved function of CDCA7 proteins in linking chromatin remodelers and methyltransferases across different species, while also revealing plant-specific changes in centromere regulation. By clarifying how *CDCA7α*/*β* control H1-dependent and H1-independent methylation, this work enhances our understanding of chromatin accessibility and DNA methylation dynamics.

## Materials and Methods

### Phylogenetic Analysis.

Highly conserved zf-CXXC_R1 domain sequences of *Arabidopsis* Class I (*CDCA7α* and *CDCA7β*), Class II (AT1G67270, AT1G67780, and AT5G38690), Class III (AT1G09060, AT1G11950, and AT3G07610) CDCA7, and human CDCA7 were used for phylogenetic analysis. The sequences are displayed in Fig. 1*C*. To compare the proteins, alignments were carried out with Clustal Omega. The evolutionary relationships were visualized by constructing a phylogenetic tree using Jalview.

### AlphaFold Prediction.

Full-length proteins of *CDCA7α/β* and DDM1 are taken for AlphaFold3 prediction (27). For each prediction, the best-performing model was selected for further structural examination. A cutoff distance of 5 Å was applied. The protein structures were visualized using Pymol.

### Plant Materials and Growth Conditions.

Plant growth conditions adhered to the previous publication (32). Briefly, plants utilized in this paper were *Arabidopsis thaliana* Col-0 ecotype and were grown under long-day conditions (16 h light and 8 h dark). Seedlings of the Col-0, *cdca7α, cdca7β*, *cdca7α^+/−^ cdca7β*, *cdca7α cdca7β*, *h1.1 h1.2*, *h1.1 h1.2 cdca7α cdca7β*, and *ddm1-2* were harvested after 14 d of incubation under long-day conditions. This study utilizes the T-DNA insertion lines, which are listed here: *h1.1* (SALK_128430C) and *h1.2* (GABI_406H11_012502). *ddm1-2* contains a splice donor site mutation. CRISPR mutants were produced using the pBEE401E CRISPR system (33). *CDCA7α* CRISPR mutant was generated using two combinations of guides: GGGGTTTCTTTGATTAGTTC and TTGGGAATACAGAAAGAAGC or CAAAGGTCTCTCTTTACGAA and ATCCCATCAGTGTAGATAAC. *CDCA7β* CRISPR mutant was generated using two combinations of guides: TTCGCTCTCGTTCTCACCAC and AAGGCCAGAGATTTACACTG or GAGTTTCCTCCTCCGACTGT and GGTTCCTCTGCGTAGGAAAC.

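All 8 guides were searched on both strands of the TAIR10.1 genome, and each matched it once, without mismatch. The 4 guides listed for *CDCA7α* lie in AT2G23530, the locus that the paper gives for *CDCA7β*, and the 4 listed for *CDCA7β* lie in AT4G37110, the locus that it gives for *CDCA7α*. AT2G23530 runs from 10020461 to 10022947 on the minus strand of chromosome 2 and has 5 exons. GGGGTTTCTTTGATTAGTTC lies at 10022728 to 10022747 on the plus strand in exon 1, followed by CGG. TTGGGAATACAGAAAGAAGC lies at 10022152 to 10022171 on the minus strand in exon 2, followed by TGG. CAAAGGTCTCTCTTTACGAA lies at 10022709 to 10022728 on the minus strand in exon 1 and is followed by CAA in the reference, which is not an NGG motif. ATCCCATCAGTGTAGATAAC lies at 10022267 to 10022286 on the plus strand in exon 2, followed by TGG. AT4G37110 runs from 17484030 to 17486400 on the minus strand of chromosome 4 and has 5 exons. TTCGCTCTCGTTCTCACCAC lies at 17486172 to 17486191 on the plus strand in exon 1, followed by AGG. AAGGCCAGAGATTTACACTG lies at 17485497 to 17485516 on the minus strand in exon 2, followed by AGG. GAGTTTCCTCCTCCGACTGT lies at 17486121 to 17486140 on the plus strand in exon 1, followed by TGG. GGTTCCTCTGCGTAGGAAAC lies at 17485577 to 17485596 on the plus strand in exon 2, followed by TGG. Every site lies in coding sequence.

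**Figure D2:**
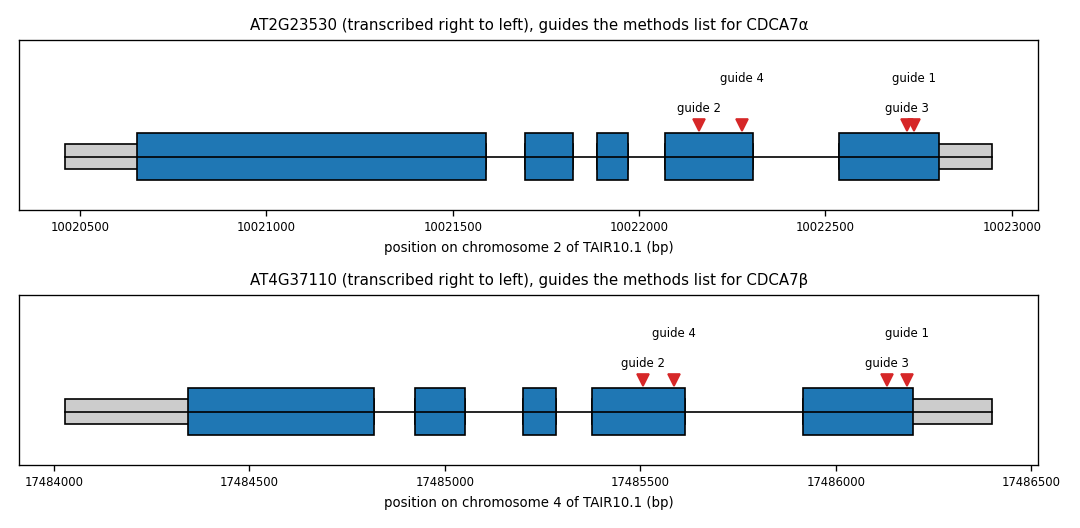
Positions of the 8 guides on AT2G23530 (chromosome 2) and AT4G37110 (chromosome 4) in TAIR10.1, with wide boxes for coding sequence, narrow boxes for untranslated regions and triangles for guides. Both genes are transcribed from right to left, and each gene holds 4 guides in its exons 1 and 2.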

### WGBS.

WGBS was performed as described in the previous publication (32). In brief, 14-day-old seedlings were harvested from Col-0, *cdca7α, cdca7β*, *cdca7α^+/−^ cdca7β*, *cdca7α cdca7β*, *h1.1 h1.2*, *h1.1 h1.2 cdca7α cdca7β*, and *ddm1-2.* Samples were immediately frozen in liquid nitrogen. DNA extraction was performed using the DNeasy Plant Mini kit (Qiagen). A total of 100 ng of DNA was sheared to approximately 200 bp with the Covaris S2 (Covaris). Libraries were then prepared using the Ovation Ultralow Methyl-seq kit (NuGEN), followed by bisulfite conversion with the Epitect Bisulfite Conversion kit (QIAGEN). The libraries were finally sequenced on Illumina NovaSeq X Plus instruments.

### Correlation Analysis.

Epigenetic data were downloaded from published datasets. H1, H3K9me2, MNase-seq, H3AC, H2Aub, H3K27me3, H2A.W, and ATAC-seq were normalized using the preprocess function from the caret library. Then, correlation coefficients were calculated between variables using the Spearman and Kendall algorithms, provided by the corrplot package. Visualizations of the correlation matrix were performed using the ggplot2 package.

### Machine Learning.

Epigenetic features with high correlation (>0.78) were removed before data normalization. Then, 75% of data points were used for training, and the remaining 25% were used for testing. The Gradient Boosted Regression (GBM) model was selected based on its highest performance. A 10-fold cross-validation was repeated 10 times to examine model performance. Tuning parameters were applied as follows: interaction depth (3, 6, 9), number of trees (200, 250, 300). Finally, R-squared and MAE values were calculated, and the importance of epigenetic features was ranked.

### Feature Importance Ranking.

Feature importance measure was alternatively performed using the iml package. Each feature was shuffled, and the decrease in the GBM model performance was calculated. The loss in performance was measured with MAE.

### RNA-seq.

RNA-seq was performed according to the protocols described in a previous publication (32). Briefly, three biological replicates were prepared for each genotype. Each replicate consisted of a single 2-week-old seedling collected and frozen in liquid nitrogen. The samples were ground into powder, and RNA was extracted using the Direct-zol RNA MiniPrep kit (Zymo Research). For RNA-seq library construction, 500 ng of total RNA from the seedlings was used with the TruSeq Stranded mRNA kit (Illumina). The resulting library was sequenced on an Illumina NovaSeq X Plus instruments.

### WGBS Analysis.

WGBS analysis was done according to the pipeline described in previous publication (32). Reads were filtered and Illumina adaptors removed using Trim Galore (v 0.6.7, Babraham Institute). Reads with three or more consecutive methylated CHH sites were considered nonconverted and excluded from analysis. Bismark (v 0.19.1, Babraham Institute) (34) mapped the reads to the Arabidopsis reference genome (TAIR10) and Col-Cen-v1.2 assembly (23). ViewBS (v 0.1.11) generated the plots (35). To compute DNA methylation levels across 1 kb upstream and downstream of CEN178 centers, deepTools (v 3.0.2) (36) was used with the computeMatrix reference-point option. The resulting matrix was processed with custom Perl and R scripts to produce the final methylation profile plots.

### RNA-seq Analysis.

RNA-seq analysis was conducted following the pipeline outlined in a previous publication. (32). Reads were filtered, and Illumina adaptors were trimmed using Trim Galore (v 0.6.7, Babraham Institute). Left reads were aligned to the Arabidopsis reference genome (TAIR10) with STAR (v 2.7.11a) (37). Only reads that mapped uniquely with less than 5% mismatches were retained. For visualization, bigwig files were created using deeptools (v 3.0.2) (36) bamCoverage with --normalizeUsing RPGC and --binSize 10. Read counts for genes and TEs were obtained with HTSeq (v 0.13.5). 

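HTSeq ends each table with summary lines for reads that were counted on no feature. Between 97.6 and 98.4% of the reads of a library were counted on no gene, 1.56 to 2.38% on genes, and 0.368 to 0.543% on TEs. Counts were therefore placed on the annotation of the TAIR10.1 reference, which holds 34879 (97.8%) of the listed genes. Genes that overlap a gene on the other strand made up 20.8% of these and took 77.5% of all gene counts (66.5 to 81.0% per library). Of the 300 genes with the most counts, 89.3% overlapped a gene on the other strand. The median count summed over the 12 libraries was 32 for overlapping genes and 2 for the others, and 40 against 6 among the 27072 protein-coding genes. The paper's text does not name the strand option used for counting. Of the 90 genes called higher in the tables named *cdca7α cdca7β* than in those named Col-0, 22.2% overlapped a gene on the other strand, against 57.7% of the tested genes, and 75 were protein-coding.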

Differential analysis was performed with DESeq2 (v 1.42.0), using a cutoff of padj < 0.05 and |log2FC| ≥ 1. Finally, all associated plots were generated using ggplot2 (v 3.4.4).

## Supplementary Material

Appendix 01

## Data Availability

The high-throughput sequencing data from this study are stored in the Gene Expression Omnibus (GEO) database. RNA-seq data (38) (accession no: GSE308805) can be accessed via this link: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE308805. WGBS data (39) (accession no: GSE308807) is available at: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE308807.

# Supplementary material for: CDCA7 facilitates MET1-mediated CG DNA methylation maintenance in centromeric heterochromatin via linker histone H1
**Source:** Proc Natl Acad Sci U S A. 2025 Dec 10;122(50):e2526408122. doi: 10.1073/pnas.2526408122
**Supplement:** Supplementary file 1 — Appendix 01

**Supporting Information for  
CDCA7 facilitates MET1-mediated CG DNA methylation  
maintenance in centromeric heterochromatin via linker histone  
H1**

Shuya Wang, Tong Li, Matthew Naish, Russell Chuang, Evan K. Lin, Christian Fonkalsrud, Yan He, Suhua Feng, Ian R. Henderson, and Steven E. Jacobsen

**This PDF file includes:**

Figures S1 to S4  
Tables S1 to S2

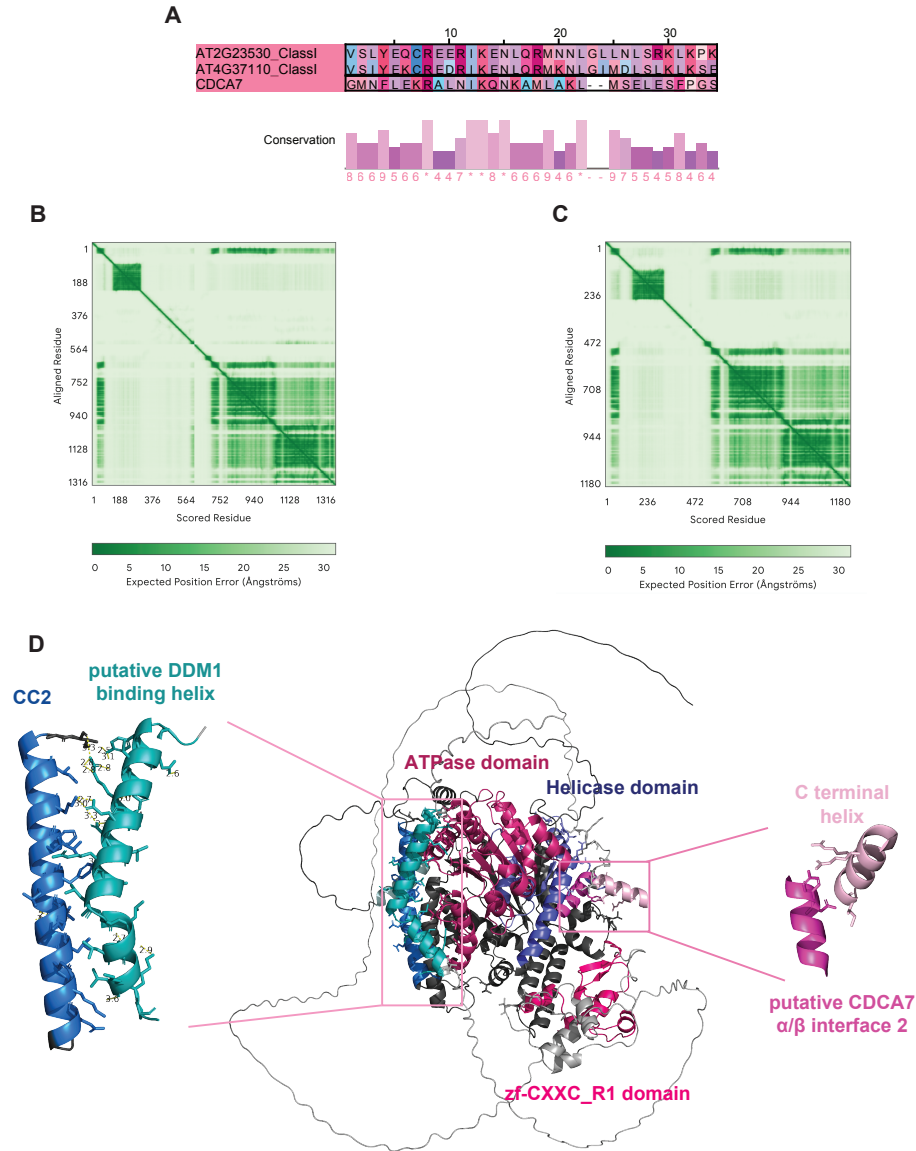

**Fig. S1. *CDCA7α* and *CDCA7β* retain the HLBH domain for interacting with DDM1.**

**A.** Sequence alignment calculated by Clustal Omega of the HLBH domains of *homo sapiens* CDCA7 and *Arabidopsis* Class I homologs. The red asterisk indicated the point mutations. Predicted Aligned Error (PAE) from AF3 structural modeling of **B.** *CDCA7β* or **C.** *CDCA7α* and DDM1 interactions. **D.** Close illustration of the AF3 predicted interface between *CDCA7α* and DDM1. Cyan represents the putative DDM1-binding helix of *CDCA7α*. Blue represents CC2 of DDM1. Light pink represents the C-terminal helix of *CDCA7α*. Pink represents putative CDCA7 interface 2 of DDM1. Dark pink represents the ATPase domain of DDM1. Purple indicates the Helicase C term domain of DDM1. Bright pink represents the zf-CXXC\_R1 domain of *CDCA7α*.

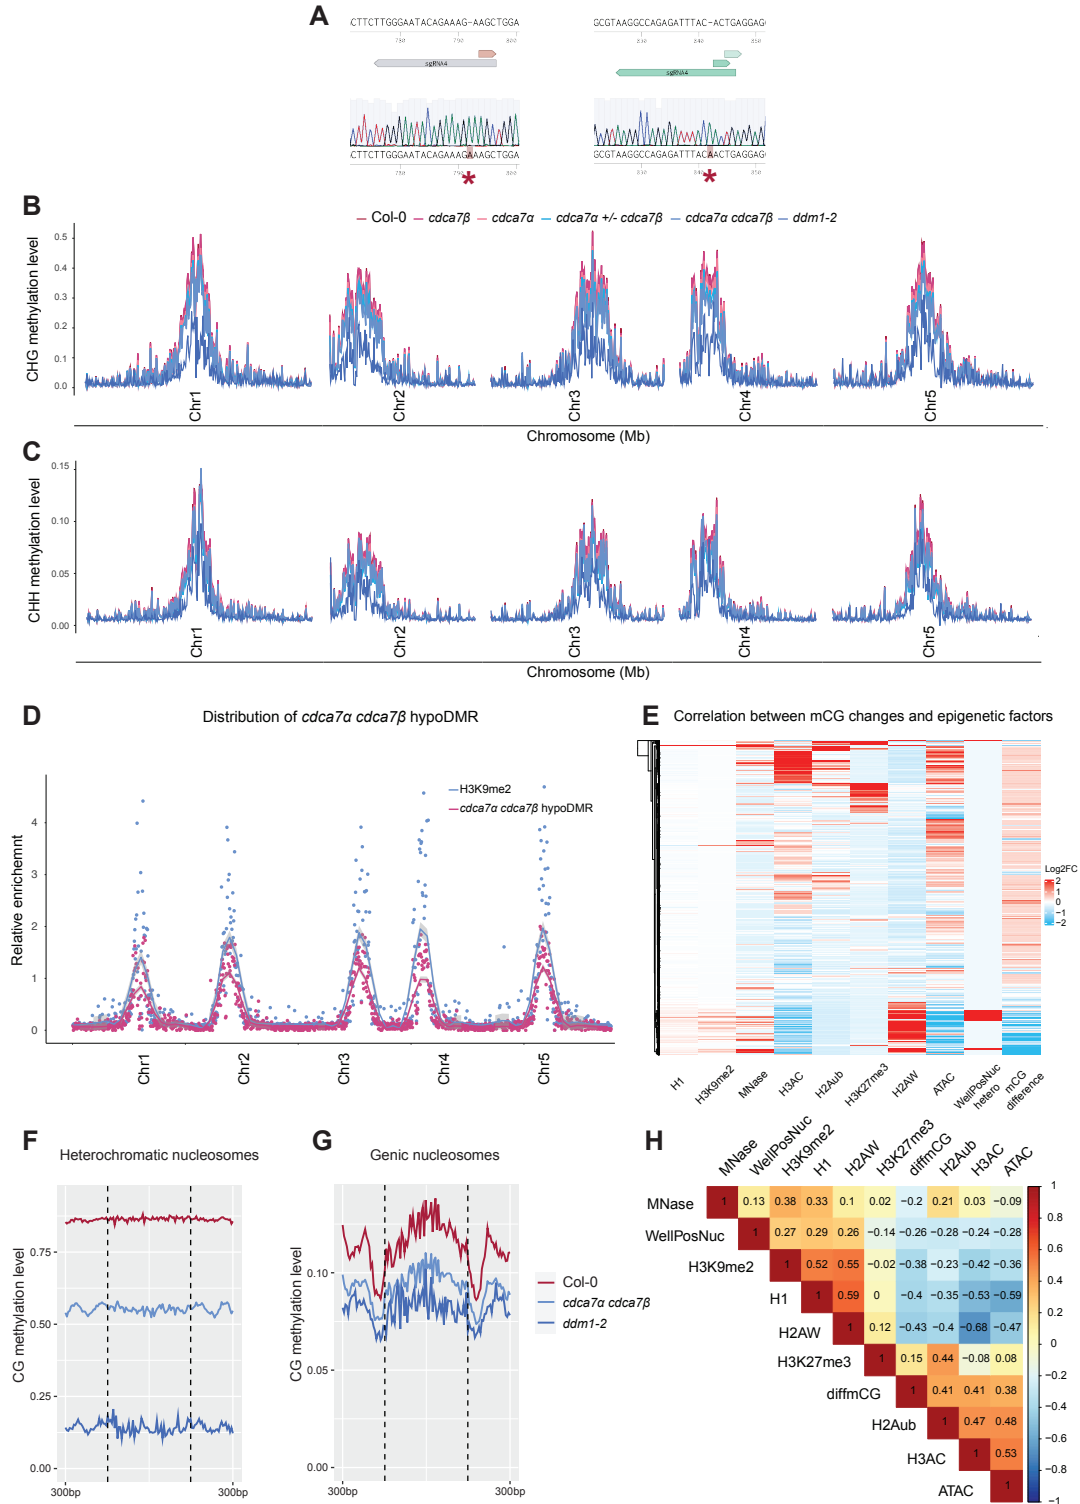

**Fig. S2. CDCA7α and CDCA7β promote DNA methylation at heterochromatic nucleosomes.**

**A.** Sanger sequencing confirmation of CRISPR-Cas9 introduced A insertions at the *CDCA7β* and *CDCA7α* coding regions. **B.** Genome-wide CHG methylation landscape of Col-0, *cdca7α*, *cdca7β*, *cdca7α +/- cdca7β*, *cdca7α cdca7β*, and *ddm1-2*. **C.** Genome-

wide CHH methylation landscape of Col-0, *cdca7α*, *cdca7β*, *cdca7α<sup>+/-</sup> cdca7β*, *cdca7α cdca7β*, and *ddm1-2*. **D.** Distribution of the *cdca7α cdca7β* hypoDMR. H3K9me2 enrichment marks the location of heterochromatin. **E.** Heatmaps showing the log2 fold change of epigenetic features and CG methylation at the *cdca7α cdca7β* DMR in the *cdca7α cdca7β* mutant compared to wild type. Metaplots showing CG methylation levels at **F.** heterochromatic well-positioned nucleosomes and **G.** genic well-positioned nucleosomes of Col-0, *cdca7α cdca7β*, and *ddm1-2*. **H.** Spearman correlation matrix among epigenetic features and changes in CG methylation level in the *cdca7α cdca7β* mutants.

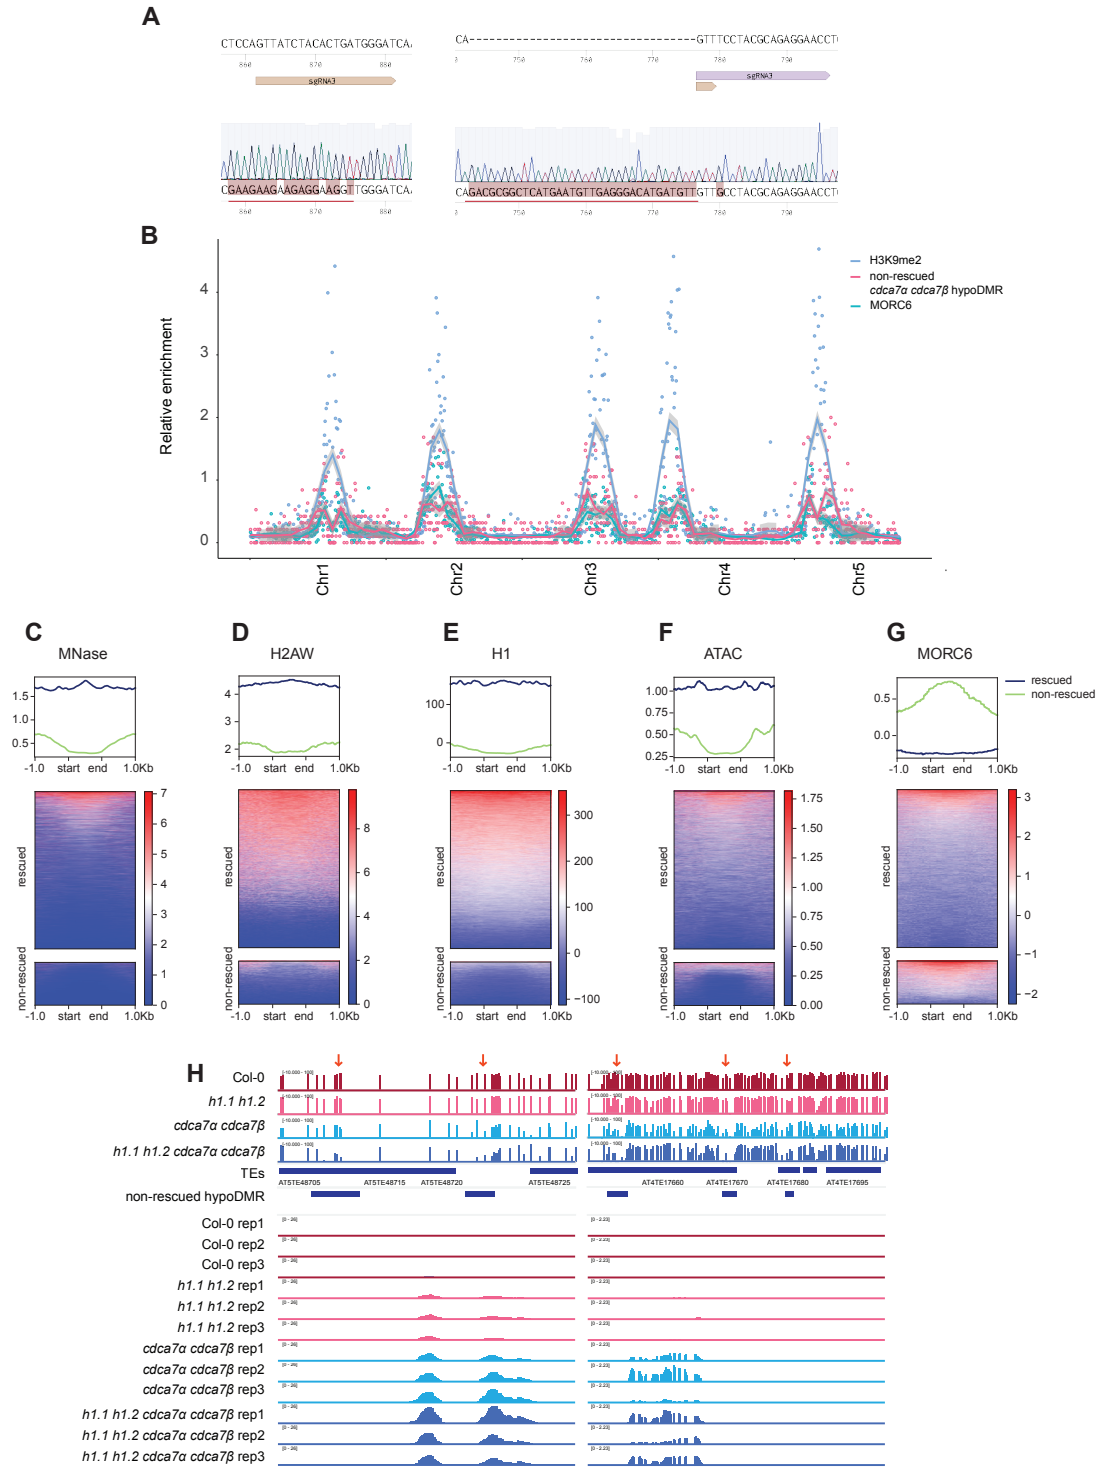

**Fig. S3. *CDCA7α* and *CDCA7β* maintain CG methylation independently of H1.**

**A.** Sanger sequencing confirmation of CRISPR-Cas9 introduced mutations at *CDCA7β* and *CDCA7α* coding regions. The red lines indicated the region where mutations were introduced. **B.** Distribution of the non-rescued *cdca7α cdca7β* hypoDMR (regions with CG methylation levels not recovered in *h1.1 h1.2 cdca7α cdca7β*). Relative enrichment of H3K9me2 indicates heterochromatin. Metaplots showing **C.** MNase-seq signal, **D.** H2A.W ChIP-seq signal, **E.** H1

ChIP-seq signal, **F.** ATAC-seq signal, and **G.** MORC6 ChIP-seq signal at non-rescued *cdca7α cdca7β* hypoDMR sites. **H.** Genome browser examples showing CG methylation and gene expression across Col-0, *h1.1 h1.2*, *cdca7α cdca7β*, and *h1.1 h1.2 cdca7α cdca7β* at non-rescued hypoDMRs in *h1.1 h1.2 cdca7α cdca7β* mutants. 

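The TE labels of the browser examples were looked up in the TE tables. AT4TE17660 had 1, 0 and 1 counts in the libraries labelled *cdca7α cdca7β*, 7, 14 and 7 in those labelled Col-0, 152, 336 and 49 in those labelled *h1.1 h1.2*, and 208, 83 and 263 in the quadruple mutant. Scaled by TMM, these were 0.970 ± 0.845, 12.2 ± 2.16, 317 ± 278 and 365 ± 159 CPM (SD, n = 3). By title, the change in the libraries labelled *cdca7α cdca7β* against Col-0 was a log2 fold change of -3.32 (SE 1.16, adjusted p = 0.237 from edgeR), and that in the quadruple mutant was 4.86 (SE 0.65, adjusted p = 0.000787 from edgeR). By table names, the log2 fold change against Col-0 was 7.97 in the *cdca7α cdca7β* set (SE 0.90, adjusted p = 2.05e-05 from edgeR) and 8.18 in the quadruple mutant (SE 0.90, adjusted p = 1.87e-05), and that between these was 0.21 (adjusted p = 0.952). AT5TE48715 had 12, 0 and 12 counts in the libraries labelled *cdca7α cdca7β*, 20, 27 and 30 in those labelled Col-0, 51, 76 and 107 in those labelled *h1.1 h1.2*, and 112, 81 and 59 in the quadruple mutant. By table names its log2 fold change against Col-0 was 3.38 in the *cdca7α cdca7β* set (SE 0.579, adjusted p = 0.00109 from edgeR) and 3.80 in the quadruple mutant (adjusted p = 0.000739). By title, neither AT5TE48715 (log2 fold change -1.51, adjusted p = 0.351 from edgeR) nor AT5TE48720 (-2.35, adjusted p = 0.275) was called in the libraries labelled *cdca7α cdca7β*. Against Col-0 by title, neither was called in the quadruple mutant (2.29, adjusted p = 0.0786, and 1.61, adjusted p = 0.53, from edgeR). AT5TE48720 was called by table names in the *cdca7α cdca7β* set (3.20, adjusted p = 0.0276 from edgeR), with 12, 11 and 14 counts against 1, 0 and 3. It was also called by table names in the quadruple mutant against Col-0 (3.96, adjusted p = 0.00954 from edgeR). Neither call held in every fit that left out 1 library (largest adjusted p 0.121 and 0.0945). AT5TE48705 had 5 counts in all, in the libraries labelled *h1.1 h1.2*. AT5TE48725, AT4TE17670, AT4TE17680 and AT4TE17695 had 0 counts in every library, which allows up to 3 counts in each.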

The red arrows indicate the locations of the hypoDMRs in the *h1.1 h1.2 cdca7α cdca7β* mutants.

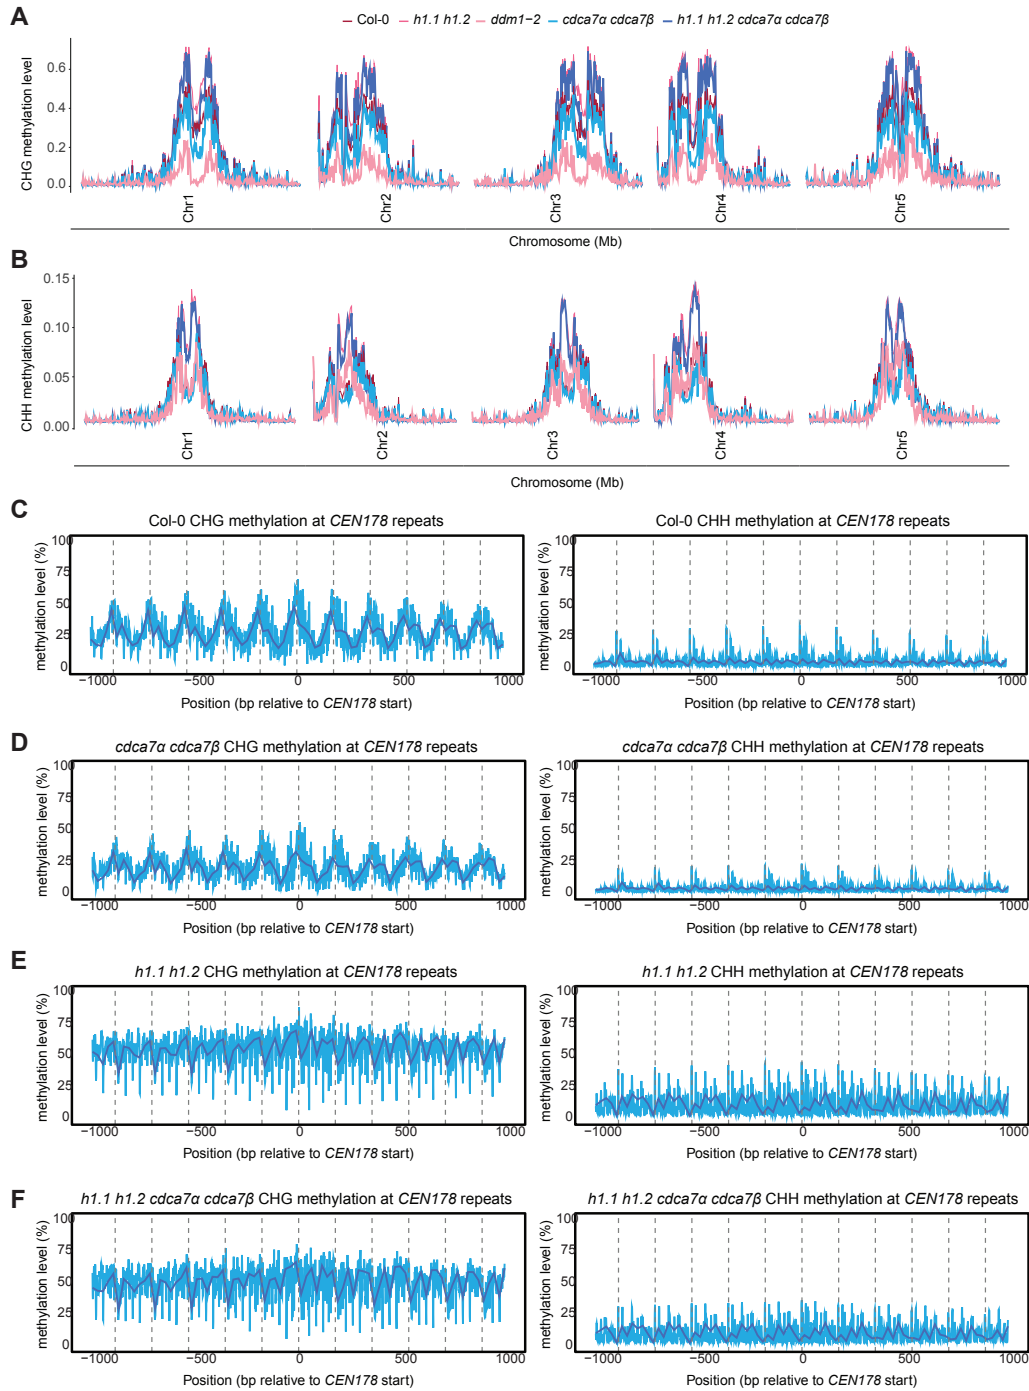

**Fig. S4. *CDCA7α* and *CDCA7β* play a minor role in regulating non-CG methylation at centromeric regions.**

Genome-wide **A**. CHG methylation, and **B**. CHH methylation landscapes of Col-0, *h1.1 h1.2*, *cdca7α cdca7β*, *h1.1 h1.2 cdca7α cdca7β*, and *ddm1-2*. Metaplots showing the non-CG methylation levels at *CEN178* satellite repeats of **C**. Col-0, **D**. *cdca7α cdca7β*, **E**. *h1.1 h1.2*, and **F**. *h1.1 h1.2 cdca7α cdca7β*.

**Table S1. Details of the predicted interaction interfaces between *CDCA7β* and DDM1 from AF3.**

| Supplementary Table 1 CDCA7β DDM1 Interaction Residues  |            |          |         |         |             |
|---------------------------------------------------------|------------|----------|---------|---------|-------------|
| Supplementary Table 2: CDCA7β DDM1 interaction Residues |            |          |         |         |             |
| residue_1                                               | residue_2  | distance | chain_1 | chain_2 | interaction |
| A:ARG:35:                                               | B:ASN:356: | 2.42     | A       | B       | Polar       |
| A:ARG:35:                                               | B:ASP:355: | 4.02     | A       | B       | Contact     |
| A:ARG:35:                                               | B:GLN:218: | 3.52     | A       | B       | Contact     |
| A:ARG:35:                                               | B:GLY:220: | 4.2      | A       | B       | Contact     |
| A:ARG:35:                                               | B:TRP:217: | 2.97     | A       | B       | HBond,Polar |
| A:ARG:38:                                               | B:ASN:219: | 4.32     | A       | B       | Contact     |
| A:ARG:38:                                               | B:GLN:218: | 2.84     | A       | B       | Polar       |
| A:ARG:38:                                               | B:GLU:132: | 2.76     | A       | B       | Polar       |
| A:ARG:38:                                               | B:GLY:128: | 4.95     | A       | B       | Contact     |
| A:ARG:38:                                               | B:ILE:124: | 3.84     | A       | B       | Contact     |
| A:ARG:38:                                               | B:ILE:129: | 3.34     | A       | B       | Polar       |
| A:ARG:45:                                               | B:PHE:116: | 3.61     | A       | B       | Contact     |
| A:ARG:45:                                               | B:TYR:113: | 4.42     | A       | B       | Contact     |
| A:ARG:547:                                              | B:LEU:512: | 3.27     | A       | B       | Contact     |
| A:ARG:547:                                              | B:TYR:511: | 3.54     | A       | B       | Contact     |
| A:ARG:547:                                              | B:TYR:513: | 3.97     | A       | B       | Contact     |
| A:ARG:547:                                              | B:TYR:558: | 4.31     | A       | B       | Contact     |
| A:ARG:549:                                              | B:ARG:569: | 4.96     | A       | B       | Contact     |
| A:ARG:549:                                              | B:ASP:554: | 4.9      | A       | B       | Contact     |
| A:ARG:549:                                              | B:ASP:571: | 4.13     | A       | B       | Contact     |
| A:ARG:549:                                              | B:SER:573: | 3.04     | A       | B       | Polar       |
| A:ARG:550:                                              | B:ASP:501: | 2.94     | A       | B       | Polar       |
| A:ARG:550:                                              | B:GLY:505: | 3.4      | A       | B       | Contact     |
| A:ARG:550:                                              | B:LEU:512: | 3.43     | A       | B       | Polar       |
| A:ARG:550:                                              | B:PRO:514: | 4.63     | A       | B       | Contact     |
| A:ARG:550:                                              | B:SER:510: | 3.54     | A       | B       | Polar       |
| A:ARG:550:                                              | B:TYR:511: | 2.81     | A       | B       | Contact     |
| A:ARG:550:                                              | B:TYR:513: | 3.37     | A       | B       | Contact     |
| A:ARG:551:                                              | B:TYR:511: | 3.06     | A       | B       | Contact     |
| A:ASN:42:                                               | B:ASN:219: | 3.23     | A       | B       | Polar       |
| A:ASN:42:                                               | B:LEU:117: | 3.67     | A       | B       | Contact     |
| A:ASN:42:                                               | B:LYS:120: | 4.24     | A       | B       | Contact     |
| A:ASN:42:                                               | B:PHE:116: | 3.45     | A       | B       | Contact     |
| A:ASN:42:                                               | B:TYR:113: | 3.34     | A       | B       | HBond,Polar |
| A:CYS:34:                                               | B:GLN:218: | 4.49     | A       | B       | Contact     |

|            |            |      |   |   |         |
|------------|------------|------|---|---|---------|
| A:GLU:32:  | B:LEU:249: | 3.17 | A | B | Contact |
| A:GLU:32:  | B:LYS:328: | 2.62 | A | B | Polar   |
| A:GLU:41:  | B:LYS:120: | 2.72 | A | B | Polar   |
| A:GLU:41:  | B:PHE:116: | 4.3  | A | B | Contact |
| A:GLU:536: | B:LEU:512: | 3.83 | A | B | Contact |
| A:GLY:543: | B:SER:561: | 3.72 | A | B | Contact |
| A:GLY:543: | B:TYR:513: | 4.92 | A | B | Contact |
| A:GLY:543: | B:TYR:558: | 3.99 | A | B | Contact |
| A:ILE:39:  | B:ASN:219: | 3.8  | A | B | Contact |
| A:ILE:39:  | B:GLN:218: | 4.53 | A | B | Contact |
| A:ILE:39:  | B:GLY:220: | 3.61 | A | B | Contact |
| A:ILE:542: | B:ASP:557: | 3.03 | A | B | Contact |
| A:ILE:542: | B:SER:561: | 4.35 | A | B | Contact |
| A:ILE:542: | B:VAL:567: | 4.43 | A | B | Contact |
| A:LEU:43:  | B:ASP:382: | 4.79 | A | B | Contact |
| A:LEU:43:  | B:TYR:113: | 4.46 | A | B | Contact |
| A:LEU:49:  | B:GLN:109: | 3.52 | A | B | Contact |
| A:LEU:49:  | B:LEU:112: | 4.55 | A | B | Contact |
| A:LEU:49:  | B:TYR:113: | 3.62 | A | B | Contact |
| A:LEU:51:  | B:GLN:109: | 3.44 | A | B | Contact |
| A:LEU:51:  | B:ILE:383: | 3.68 | A | B | Contact |
| A:LEU:51:  | B:LEU:106: | 3.83 | A | B | Contact |
| A:LEU:51:  | B:THR:110: | 3.42 | A | B | Contact |
| A:LEU:51:  | B:TYR:113: | 3.6  | A | B | Contact |
| A:LEU:52:  | B:ASP:382: | 3.44 | A | B | Contact |
| A:LEU:52:  | B:ILE:383: | 4.79 | A | B | Contact |
| A:LEU:546: | B:ARG:569: | 3.45 | A | B | Contact |
| A:LEU:546: | B:ASP:554: | 3.4  | A | B | Contact |
| A:LEU:546: | B:ASP:557: | 3.48 | A | B | Contact |
| A:LEU:546: | B:TYR:513: | 4.07 | A | B | Contact |
| A:LEU:546: | B:TYR:558: | 3.6  | A | B | Contact |
| A:LEU:54:  | B:GLN:109: | 3.68 | A | B | Contact |
| A:LEU:54:  | B:GLU:105: | 3.54 | A | B | Contact |
| A:LEU:54:  | B:LEU:106: | 3.7  | A | B | Contact |
| A:LEU:58:  | B:GLN:99:  | 3.89 | A | B | Contact |
| A:LEU:58:  | B:LEU:103: | 3.67 | A | B | Contact |
| A:LEU:58:  | B:LEU:106: | 3.18 | A | B | Contact |
| A:LEU:58:  | B:LYS:102: | 3.74 | A | B | Contact |

|            |            |      |   |   |             |
|------------|------------|------|---|---|-------------|
| A:LEU:58:  | B:TRP:393: | 3.23 | A | B | Polar       |
| A:LYS:57:  | B:LYS:102: | 4.04 | A | B | Contact     |
| A:LYS:59:  | B:GLU:389: | 3.34 | A | B | Contact     |
| A:LYS:59:  | B:THR:385: | 2.92 | A | B | Polar       |
| A:LYS:59:  | B:TRP:393: | 4.23 | A | B | Contact     |
| A:MET:46:  | B:ASP:382: | 4.54 | A | B | Contact     |
| A:MET:46:  | B:ILE:383: | 3.85 | A | B | Contact     |
| A:MET:46:  | B:TYR:113: | 3.74 | A | B | Contact     |
| A:PRO:537: | B:GLU:562: | 3.58 | A | B | Contact     |
| A:PRO:537: | B:TYR:558: | 4.1  | A | B | Contact     |
| A:PRO:60:  | B:GLU:389: | 4.35 | A | B | Contact     |
| A:PRO:60:  | B:TRP:393: | 4.7  | A | B | Contact     |
| A:SER:29:  | B:ASN:247: | 4.11 | A | B | Contact     |
| A:SER:541: | B:SER:561: | 4.52 | A | B | Contact     |
| A:SER:55:  | B:ASP:382: | 4.52 | A | B | Contact     |
| A:SER:55:  | B:ILE:383: | 2.67 | A | B | HBond,Polar |
| A:SER:55:  | B:LEU:106: | 3.87 | A | B | Contact     |
| A:SER:55:  | B:PHE:384: | 4.88 | A | B | Contact     |
| A:SER:55:  | B:THR:385: | 4.47 | A | B | Contact     |
| A:TYR:31:  | B:ASN:247: | 3.97 | A | B | Contact     |
| A:TYR:31:  | B:GLN:218: | 2.85 | A | B | Polar       |
| A:TYR:31:  | B:HIS:243: | 2.52 | A | B | Polar       |
| A:TYR:31:  | B:ILE:129: | 3.51 | A | B | Contact     |
| A:TYR:31:  | B:ILE:214: | 3.78 | A | B | Contact     |
| A:TYR:31:  | B:LEU:244: | 4.74 | A | B | Contact     |
| A:TYR:31:  | B:LEU:249: | 4.2  | A | B | Contact     |
| A:TYR:31:  | B:TRP:217: | 3.16 | A | B | Contact     |
| B:ARG:569: | A:ARG:549: | 4.96 | B | A | Contact     |
| B:ARG:569: | A:LEU:546: | 3.45 | B | A | Contact     |
| B:ASN:219: | A:ARG:38:  | 4.32 | B | A | Contact     |
| B:ASN:219: | A:ASN:42:  | 3.23 | B | A | Polar       |
| B:ASN:219: | A:ILE:39:  | 3.8  | B | A | Contact     |
| B:ASN:247: | A:SER:29:  | 4.11 | B | A | Contact     |
| B:ASN:247: | A:TYR:31:  | 3.97 | B | A | Contact     |
| B:ASN:356: | A:ARG:35:  | 2.42 | B | A | Polar       |
| B:ASP:355: | A:ARG:35:  | 4.02 | B | A | Contact     |
| B:ASP:382: | A:LEU:43:  | 4.79 | B | A | Contact     |
| B:ASP:382: | A:LEU:52:  | 3.44 | B | A | Contact     |

|            |            |      |   |   |             |
|------------|------------|------|---|---|-------------|
| B:ASP:382: | A:MET:46:  | 4.54 | B | A | Contact     |
| B:ASP:382: | A:SER:55:  | 4.52 | B | A | Contact     |
| B:ASP:501: | A:ARG:550: | 2.94 | B | A | Polar       |
| B:ASP:554: | A:ARG:549: | 4.9  | B | A | Contact     |
| B:ASP:554: | A:LEU:546: | 3.4  | B | A | Contact     |
| B:ASP:557: | A:ILE:542: | 3.03 | B | A | Contact     |
| B:ASP:557: | A:LEU:546: | 3.48 | B | A | Contact     |
| B:ASP:571: | A:ARG:549: | 4.13 | B | A | Contact     |
| B:GLN:109: | A:LEU:49:  | 3.52 | B | A | Contact     |
| B:GLN:109: | A:LEU:51:  | 3.44 | B | A | Contact     |
| B:GLN:109: | A:LEU:54:  | 3.68 | B | A | Contact     |
| B:GLN:218: | A:ARG:35:  | 3.52 | B | A | Contact     |
| B:GLN:218: | A:ARG:38:  | 2.84 | B | A | Polar       |
| B:GLN:218: | A:CYS:34:  | 4.49 | B | A | Contact     |
| B:GLN:218: | A:ILE:39:  | 4.53 | B | A | Contact     |
| B:GLN:218: | A:TYR:31:  | 2.85 | B | A | Polar       |
| B:GLN:99:  | A:LEU:58:  | 3.89 | B | A | Contact     |
| B:GLU:105: | A:LEU:54:  | 3.54 | B | A | Contact     |
| B:GLU:132: | A:ARG:38:  | 2.76 | B | A | Polar       |
| B:GLU:389: | A:LYS:59:  | 3.34 | B | A | Contact     |
| B:GLU:389: | A:PRO:60:  | 4.35 | B | A | Contact     |
| B:GLU:562: | A:PRO:537: | 3.58 | B | A | Contact     |
| B:GLY:128: | A:ARG:38:  | 4.95 | B | A | Contact     |
| B:GLY:220: | A:ARG:35:  | 4.2  | B | A | Contact     |
| B:GLY:220: | A:ILE:39:  | 3.61 | B | A | Contact     |
| B:GLY:505: | A:ARG:550: | 3.4  | B | A | Contact     |
| B:HIS:243: | A:TYR:31:  | 2.52 | B | A | Polar       |
| B:ILE:124: | A:ARG:38:  | 3.84 | B | A | Contact     |
| B:ILE:129: | A:ARG:38:  | 3.34 | B | A | Polar       |
| B:ILE:129: | A:TYR:31:  | 3.51 | B | A | Contact     |
| B:ILE:214: | A:TYR:31:  | 3.78 | B | A | Contact     |
| B:ILE:383: | A:LEU:51:  | 3.68 | B | A | Contact     |
| B:ILE:383: | A:LEU:52:  | 4.79 | B | A | Contact     |
| B:ILE:383: | A:MET:46:  | 3.85 | B | A | Contact     |
| B:ILE:383: | A:SER:55:  | 2.67 | B | A | HBond,Polar |
| B:LEU:103: | A:LEU:58:  | 3.67 | B | A | Contact     |
| B:LEU:106: | A:LEU:51:  | 3.83 | B | A | Contact     |
| B:LEU:106: | A:LEU:54:  | 3.7  | B | A | Contact     |

|            |            |      |   |   |             |
|------------|------------|------|---|---|-------------|
| B:LEU:106: | A:LEU:58:  | 3.18 | B | A | Contact     |
| B:LEU:106: | A:SER:55:  | 3.87 | B | A | Contact     |
| B:LEU:112: | A:LEU:49:  | 4.55 | B | A | Contact     |
| B:LEU:117: | A:ASN:42:  | 3.67 | B | A | Contact     |
| B:LEU:244: | A:TYR:31:  | 4.74 | B | A | Contact     |
| B:LEU:249: | A:GLU:32:  | 3.17 | B | A | Contact     |
| B:LEU:249: | A:TYR:31:  | 4.2  | B | A | Contact     |
| B:LEU:512: | A:ARG:547: | 3.27 | B | A | Contact     |
| B:LEU:512: | A:ARG:550: | 3.43 | B | A | Polar       |
| B:LEU:512: | A:GLU:536: | 3.83 | B | A | Contact     |
| B:LYS:102: | A:LEU:58:  | 3.74 | B | A | Contact     |
| B:LYS:102: | A:LYS:57:  | 4.04 | B | A | Contact     |
| B:LYS:120: | A:ASN:42:  | 4.24 | B | A | Contact     |
| B:LYS:120: | A:GLU:41:  | 2.72 | B | A | Polar       |
| B:LYS:328: | A:GLU:32:  | 2.62 | B | A | Polar       |
| B:PHE:116: | A:ARG:45:  | 3.61 | B | A | Contact     |
| B:PHE:116: | A:ASN:42:  | 3.45 | B | A | Contact     |
| B:PHE:116: | A:GLU:41:  | 4.3  | B | A | Contact     |
| B:PHE:384: | A:SER:55:  | 4.88 | B | A | Contact     |
| B:PRO:514: | A:ARG:550: | 4.63 | B | A | Contact     |
| B:SER:510: | A:ARG:550: | 3.54 | B | A | Polar       |
| B:SER:561: | A:GLY:543: | 3.72 | B | A | Contact     |
| B:SER:561: | A:ILE:542: | 4.35 | B | A | Contact     |
| B:SER:561: | A:SER:541: | 4.52 | B | A | Contact     |
| B:SER:573: | A:ARG:549: | 3.04 | B | A | Polar       |
| B:THR:110: | A:LEU:51:  | 3.42 | B | A | Contact     |
| B:THR:385: | A:LYS:59:  | 2.92 | B | A | Polar       |
| B:THR:385: | A:SER:55:  | 4.47 | B | A | Contact     |
| B:TRP:217: | A:ARG:35:  | 2.97 | B | A | HBond,Polar |
| B:TRP:217: | A:TYR:31:  | 3.16 | B | A | Contact     |
| B:TRP:393: | A:LEU:58:  | 3.23 | B | A | Polar       |
| B:TRP:393: | A:LYS:59:  | 4.23 | B | A | Contact     |
| B:TRP:393: | A:PRO:60:  | 4.7  | B | A | Contact     |
| B:TYR:113: | A:ARG:45:  | 4.42 | B | A | Contact     |
| B:TYR:113: | A:ASN:42:  | 3.34 | B | A | HBond,Polar |
| B:TYR:113: | A:LEU:43:  | 4.46 | B | A | Contact     |
| B:TYR:113: | A:LEU:49:  | 3.62 | B | A | Contact     |
| B:TYR:113: | A:LEU:51:  | 3.6  | B | A | Contact     |

|                   |            |      |   |   |         |
|-------------------|------------|------|---|---|---------|
| <b>B:TYR:113:</b> | A:MET:46:  | 3.74 | B | A | Contact |
| <b>B:TYR:511:</b> | A:ARG:547: | 3.54 | B | A | Contact |
| <b>B:TYR:511:</b> | A:ARG:550: | 2.81 | B | A | Contact |
| <b>B:TYR:511:</b> | A:ARG:551: | 3.06 | B | A | Contact |
| <b>B:TYR:513:</b> | A:ARG:547: | 3.97 | B | A | Contact |
| <b>B:TYR:513:</b> | A:ARG:550: | 3.37 | B | A | Contact |
| <b>B:TYR:513:</b> | A:GLY:543: | 4.92 | B | A | Contact |
| <b>B:TYR:513:</b> | A:LEU:546: | 4.07 | B | A | Contact |
| <b>B:TYR:558:</b> | A:ARG:547: | 4.31 | B | A | Contact |
| <b>B:TYR:558:</b> | A:GLY:543: | 3.99 | B | A | Contact |
| <b>B:TYR:558:</b> | A:LEU:546: | 3.6  | B | A | Contact |
| <b>B:TYR:558:</b> | A:PRO:537: | 4.1  | B | A | Contact |
| <b>B:VAL:567:</b> | A:ILE:542: | 4.43 | B | A | Contact |

**Table S2. Details of the predicted interaction interfaces between CDCA7 $\alpha$  and DDM1 from AF3.**

| Supplementary Table 2 CDCA7 $\alpha$ DDM1 Interaction Residues |            |          |         |         |             |
|----------------------------------------------------------------|------------|----------|---------|---------|-------------|
| residue_1                                                      | residue_2  | distance | chain_1 | chain_2 | interaction |
| A:ARG:35:                                                      | B:ASN:356: | 2.8      | A       | B       | Polar       |
| A:ARG:35:                                                      | B:ASP:355: | 3.94     | A       | B       | Contact     |
| A:ARG:35:                                                      | B:GLN:218: | 3.53     | A       | B       | Contact     |
| A:ARG:35:                                                      | B:GLY:220: | 4.24     | A       | B       | Contact     |
| A:ARG:35:                                                      | B:TRP:217: | 3.03     | A       | B       | HBond,Polar |
| A:ARG:38:                                                      | B:ASN:219: | 4.19     | A       | B       | Contact     |
| A:ARG:38:                                                      | B:GLN:218: | 3.56     | A       | B       | Polar       |
| A:ARG:38:                                                      | B:ILE:124: | 3.76     | A       | B       | Contact     |
| A:ARG:38:                                                      | B:ILE:129: | 4.47     | A       | B       | Contact     |
| A:ARG:394:                                                     | B:ASN:540: | 4.43     | A       | B       | Contact     |
| A:ARG:394:                                                     | B:GLU:589: | 4.01     | A       | B       | Contact     |
| A:ARG:394:                                                     | B:LYS:542: | 4.51     | A       | B       | Contact     |
| A:ARG:394:                                                     | B:SER:591: | 4.13     | A       | B       | Contact     |
| A:ARG:394:                                                     | B:SER:592: | 4.89     | A       | B       | Contact     |
| A:ARG:394:                                                     | B:SER:594: | 4.29     | A       | B       | Contact     |
| A:ARG:410:                                                     | B:GLU:562: | 2.6      | A       | B       | Polar       |
| A:ARG:410:                                                     | B:LYS:563: | 4.84     | A       | B       | Contact     |
| A:ARG:410:                                                     | B:SER:561: | 3.02     | A       | B       | Polar       |
| A:ARG:412:                                                     | B:TYR:511: | 4.52     | A       | B       | Contact     |
| A:ARG:413:                                                     | B:LEU:512: | 3.06     | A       | B       | Contact     |
| A:ARG:413:                                                     | B:PRO:514: | 4.94     | A       | B       | Contact     |
| A:ARG:413:                                                     | B:TYR:513: | 3.06     | A       | B       | Polar       |
| A:ARG:413:                                                     | B:TYR:558: | 2.92     | A       | B       | Polar       |
| A:ARG:45:                                                      | B:PHE:116: | 3.58     | A       | B       | Contact     |
| A:ARG:45:                                                      | B:TYR:113: | 4.34     | A       | B       | Contact     |
| A:ASN:42:                                                      | B:ASN:219: | 3.21     | A       | B       | Polar       |
| A:ASN:42:                                                      | B:LEU:117: | 3.57     | A       | B       | Contact     |
| A:ASN:42:                                                      | B:LYS:120: | 4.24     | A       | B       | Contact     |
| A:ASN:42:                                                      | B:PHE:116: | 3.42     | A       | B       | Contact     |
| A:ASN:42:                                                      | B:TYR:113: | 3.35     | A       | B       | HBond,Polar |
| A:CYS:34:                                                      | B:GLN:218: | 4.9      | A       | B       | Contact     |
| A:GLN:416:                                                     | B:LEU:512: | 4.63     | A       | B       | Contact     |
| A:GLU:32:                                                      | B:LEU:249: | 2.51     | A       | B       | Contact     |
| A:GLU:32:                                                      | B:LYS:328: | 2.64     | A       | B       | Polar       |
| A:GLU:32:                                                      | B:TRP:217: | 4.84     | A       | B       | Contact     |

|            |            |      |   |   |             |
|------------|------------|------|---|---|-------------|
| A:GLU:41:  | B:LYS:120: | 2.62 | A | B | Polar       |
| A:GLU:41:  | B:PHE:116: | 4.21 | A | B | Contact     |
| A:GLU:61:  | B:GLN:99:  | 4.28 | A | B | Contact     |
| A:GLU:61:  | B:LYS:102: | 2.38 | A | B | Polar       |
| A:GLY:406: | B:ASP:557: | 3.75 | A | B | Contact     |
| A:GLY:406: | B:SER:561: | 3.9  | A | B | Contact     |
| A:GLY:406: | B:TYR:558: | 4.26 | A | B | Contact     |
| A:GLY:407: | B:SER:561: | 3.99 | A | B | Contact     |
| A:ILE:39:  | B:ASN:219: | 3.82 | A | B | Contact     |
| A:ILE:39:  | B:GLN:218: | 4.7  | A | B | Contact     |
| A:ILE:39:  | B:GLY:220: | 3.69 | A | B | Contact     |
| A:ILE:405: | B:ARG:569: | 2.76 | A | B | Contact     |
| A:ILE:405: | B:ASP:554: | 3.42 | A | B | Contact     |
| A:ILE:405: | B:ASP:557: | 3.13 | A | B | HBond,Polar |
| A:ILE:51:  | B:GLN:109: | 3.52 | A | B | Contact     |
| A:ILE:51:  | B:ILE:383: | 3.5  | A | B | Contact     |
| A:ILE:51:  | B:LEU:106: | 3.69 | A | B | Contact     |
| A:ILE:51:  | B:THR:110: | 3.89 | A | B | Contact     |
| A:ILE:51:  | B:TYR:113: | 3.49 | A | B | Contact     |
| A:ILE:62:  | B:GLN:99:  | 4.75 | A | B | Contact     |
| A:ILE:62:  | B:GLU:389: | 4.42 | A | B | Contact     |
| A:ILE:62:  | B:SER:392: | 3.29 | A | B | Contact     |
| A:ILE:62:  | B:TRP:393: | 2.25 | A | B | Contact     |
| A:LEU:251: | B:ALA:87:  | 4.04 | A | B | Contact     |
| A:LEU:409: | B:TYR:511: | 3.73 | A | B | Contact     |
| A:LEU:409: | B:TYR:513: | 3.1  | A | B | Contact     |
| A:LEU:409: | B:TYR:558: | 4.42 | A | B | Contact     |
| A:LEU:43:  | B:TYR:113: | 4.43 | A | B | Contact     |
| A:LEU:49:  | B:GLN:109: | 3.58 | A | B | Contact     |
| A:LEU:49:  | B:LEU:112: | 4.41 | A | B | Contact     |
| A:LEU:49:  | B:TYR:113: | 3.66 | A | B | Contact     |
| A:LEU:54:  | B:GLN:109: | 3.83 | A | B | Contact     |
| A:LEU:54:  | B:GLU:105: | 3.72 | A | B | Contact     |
| A:LEU:54:  | B:LEU:106: | 3.88 | A | B | Contact     |
| A:LEU:58:  | B:LEU:103: | 3.93 | A | B | Contact     |
| A:LEU:58:  | B:LEU:106: | 3.84 | A | B | Contact     |
| A:LEU:58:  | B:LYS:102: | 3.82 | A | B | Contact     |
| A:LEU:58:  | B:TRP:393: | 2.97 | A | B | Contact     |

|            |            |      |   |   |             |
|------------|------------|------|---|---|-------------|
| A:LYS:247: | B:GLN:480: | 3.61 | A | B | Contact     |
| A:LYS:395: | B:SER:592: | 4.26 | A | B | Contact     |
| A:LYS:59:  | B:ASP:382: | 4.21 | A | B | Contact     |
| A:LYS:59:  | B:GLU:389: | 3.21 | A | B | Contact     |
| A:LYS:59:  | B:ILE:383: | 4.11 | A | B | Contact     |
| A:LYS:59:  | B:THR:385: | 2.8  | A | B | Polar       |
| A:MET:396: | B:GLY:564: | 3.71 | A | B | Contact     |
| A:MET:396: | B:LYS:563: | 4.52 | A | B | Contact     |
| A:MET:396: | B:PHE:565: | 3.51 | A | B | Contact     |
| A:MET:46:  | B:ASP:382: | 4.98 | A | B | Contact     |
| A:MET:46:  | B:ILE:383: | 3.84 | A | B | Contact     |
| A:MET:46:  | B:TYR:113: | 3.79 | A | B | Contact     |
| A:MET:52:  | B:ASP:382: | 4.13 | A | B | Contact     |
| A:PRO:252: | B:ALA:87:  | 4.84 | A | B | Contact     |
| A:PRO:400: | B:SER:561: | 3.87 | A | B | Contact     |
| A:SER:29:  | B:ASN:247: | 4.24 | A | B | Contact     |
| A:SER:397: | B:GLU:566: | 2.16 | A | B | Polar       |
| A:SER:397: | B:GLY:564: | 4.33 | A | B | Contact     |
| A:SER:404: | B:ASP:557: | 4.28 | A | B | Contact     |
| A:SER:404: | B:SER:561: | 4.19 | A | B | Contact     |
| A:SER:55:  | B:ASP:382: | 4.37 | A | B | Contact     |
| A:SER:55:  | B:ILE:383: | 2.85 | A | B | HBond,Polar |
| A:SER:55:  | B:LEU:106: | 4.01 | A | B | Contact     |
| A:TYR:31:  | B:ASN:247: | 3.98 | A | B | Contact     |
| A:TYR:31:  | B:GLN:218: | 3.11 | A | B | Polar       |
| A:TYR:31:  | B:HIS:243: | 2.69 | A | B | Polar       |
| A:TYR:31:  | B:ILE:129: | 3.32 | A | B | Contact     |
| A:TYR:31:  | B:ILE:214: | 3.67 | A | B | Contact     |
| A:TYR:31:  | B:LEU:244: | 4.83 | A | B | Contact     |
| A:TYR:31:  | B:LEU:249: | 4.25 | A | B | Contact     |
| A:TYR:31:  | B:TRP:217: | 3    | A | B | Contact     |
| A:VAL:140: | B:VAL:91:  | 4.04 | A | B | Contact     |
| B:ALA:87:  | A:LEU:251: | 4.04 | B | A | Contact     |
| B:ALA:87:  | A:PRO:252: | 4.84 | B | A | Contact     |
| B:ARG:569: | A:ILE:405: | 2.76 | B | A | Contact     |
| B:ASN:219: | A:ARG:38:  | 4.19 | B | A | Contact     |
| B:ASN:219: | A:ASN:42:  | 3.21 | B | A | Polar       |
| B:ASN:219: | A:ILE:39:  | 3.82 | B | A | Contact     |

|            |            |      |   |   |             |
|------------|------------|------|---|---|-------------|
| B:ASN:247: | A:SER:29:  | 4.24 | B | A | Contact     |
| B:ASN:247: | A:TYR:31:  | 3.98 | B | A | Contact     |
| B:ASN:356: | A:ARG:35:  | 2.8  | B | A | Polar       |
| B:ASN:540: | A:ARG:394: | 4.43 | B | A | Contact     |
| B:ASP:355: | A:ARG:35:  | 3.94 | B | A | Contact     |
| B:ASP:382: | A:LYS:59:  | 4.21 | B | A | Contact     |
| B:ASP:382: | A:MET:46:  | 4.98 | B | A | Contact     |
| B:ASP:382: | A:MET:52:  | 4.13 | B | A | Contact     |
| B:ASP:382: | A:SER:55:  | 4.37 | B | A | Contact     |
| B:ASP:554: | A:ILE:405: | 3.42 | B | A | Contact     |
| B:ASP:557: | A:GLY:406: | 3.75 | B | A | Contact     |
| B:ASP:557: | A:ILE:405: | 3.13 | B | A | HBond,Polar |
| B:ASP:557: | A:SER:404: | 4.28 | B | A | Contact     |
| B:GLN:109: | A:ILE:51:  | 3.52 | B | A | Contact     |
| B:GLN:109: | A:LEU:49:  | 3.58 | B | A | Contact     |
| B:GLN:109: | A:LEU:54:  | 3.83 | B | A | Contact     |
| B:GLN:218: | A:ARG:35:  | 3.53 | B | A | Contact     |
| B:GLN:218: | A:ARG:38:  | 3.56 | B | A | Polar       |
| B:GLN:218: | A:CYS:34:  | 4.9  | B | A | Contact     |
| B:GLN:218: | A:ILE:39:  | 4.7  | B | A | Contact     |
| B:GLN:218: | A:TYR:31:  | 3.11 | B | A | Polar       |
| B:GLN:480: | A:LYS:247: | 3.61 | B | A | Contact     |
| B:GLN:99:  | A:GLU:61:  | 4.28 | B | A | Contact     |
| B:GLN:99:  | A:ILE:62:  | 4.75 | B | A | Contact     |
| B:GLU:105: | A:LEU:54:  | 3.72 | B | A | Contact     |
| B:GLU:389: | A:ILE:62:  | 4.42 | B | A | Contact     |
| B:GLU:389: | A:LYS:59:  | 3.21 | B | A | Contact     |
| B:GLU:562: | A:ARG:410: | 2.6  | B | A | Polar       |
| B:GLU:566: | A:SER:397: | 2.16 | B | A | Polar       |
| B:GLU:589: | A:ARG:394: | 4.01 | B | A | Contact     |
| B:GLY:220: | A:ARG:35:  | 4.24 | B | A | Contact     |
| B:GLY:220: | A:ILE:39:  | 3.69 | B | A | Contact     |
| B:GLY:564: | A:MET:396: | 3.71 | B | A | Contact     |
| B:GLY:564: | A:SER:397: | 4.33 | B | A | Contact     |
| B:HIS:243: | A:TYR:31:  | 2.69 | B | A | Polar       |
| B:ILE:124: | A:ARG:38:  | 3.76 | B | A | Contact     |
| B:ILE:129: | A:ARG:38:  | 4.47 | B | A | Contact     |
| B:ILE:129: | A:TYR:31:  | 3.32 | B | A | Contact     |

|            |            |      |   |   |             |
|------------|------------|------|---|---|-------------|
| B:ILE:214: | A:TYR:31:  | 3.67 | B | A | Contact     |
| B:ILE:383: | A:ILE:51:  | 3.5  | B | A | Contact     |
| B:ILE:383: | A:LYS:59:  | 4.11 | B | A | Contact     |
| B:ILE:383: | A:MET:46:  | 3.84 | B | A | Contact     |
| B:ILE:383: | A:SER:55:  | 2.85 | B | A | HBond,Polar |
| B:LEU:103: | A:LEU:58:  | 3.93 | B | A | Contact     |
| B:LEU:106: | A:ILE:51:  | 3.69 | B | A | Contact     |
| B:LEU:106: | A:LEU:54:  | 3.88 | B | A | Contact     |
| B:LEU:106: | A:LEU:58:  | 3.84 | B | A | Contact     |
| B:LEU:106: | A:SER:55:  | 4.01 | B | A | Contact     |
| B:LEU:112: | A:LEU:49:  | 4.41 | B | A | Contact     |
| B:LEU:117: | A:ASN:42:  | 3.57 | B | A | Contact     |
| B:LEU:244: | A:TYR:31:  | 4.83 | B | A | Contact     |
| B:LEU:249: | A:GLU:32:  | 2.51 | B | A | Contact     |
| B:LEU:249: | A:TYR:31:  | 4.25 | B | A | Contact     |
| B:LEU:512: | A:ARG:413: | 3.06 | B | A | Contact     |
| B:LEU:512: | A:GLN:416: | 4.63 | B | A | Contact     |
| B:LYS:102: | A:GLU:61:  | 2.38 | B | A | Polar       |
| B:LYS:102: | A:LEU:58:  | 3.82 | B | A | Contact     |
| B:LYS:120: | A:ASN:42:  | 4.24 | B | A | Contact     |
| B:LYS:120: | A:GLU:41:  | 2.62 | B | A | Polar       |
| B:LYS:328: | A:GLU:32:  | 2.64 | B | A | Polar       |
| B:LYS:542: | A:ARG:394: | 4.51 | B | A | Contact     |
| B:LYS:563: | A:ARG:410: | 4.84 | B | A | Contact     |
| B:LYS:563: | A:MET:396: | 4.52 | B | A | Contact     |
| B:PHE:116: | A:ARG:45:  | 3.58 | B | A | Contact     |
| B:PHE:116: | A:ASN:42:  | 3.42 | B | A | Contact     |
| B:PHE:116: | A:GLU:41:  | 4.21 | B | A | Contact     |
| B:PHE:565: | A:MET:396: | 3.51 | B | A | Contact     |
| B:PRO:514: | A:ARG:413: | 4.94 | B | A | Contact     |
| B:SER:392: | A:ILE:62:  | 3.29 | B | A | Contact     |
| B:SER:561: | A:ARG:410: | 3.02 | B | A | Polar       |
| B:SER:561: | A:GLY:406: | 3.9  | B | A | Contact     |
| B:SER:561: | A:GLY:407: | 3.99 | B | A | Contact     |
| B:SER:561: | A:PRO:400: | 3.87 | B | A | Contact     |
| B:SER:561: | A:SER:404: | 4.19 | B | A | Contact     |
| B:SER:591: | A:ARG:394: | 4.13 | B | A | Contact     |
| B:SER:592: | A:ARG:394: | 4.89 | B | A | Contact     |

|            |            |      |   |   |             |
|------------|------------|------|---|---|-------------|
| B:SER:592: | A:LYS:395: | 4.26 | B | A | Contact     |
| B:SER:594: | A:ARG:394: | 4.29 | B | A | Contact     |
| B:THR:110: | A:ILE:51:  | 3.89 | B | A | Contact     |
| B:THR:385: | A:LYS:59:  | 2.8  | B | A | Polar       |
| B:TRP:217: | A:ARG:35:  | 3.03 | B | A | HBond,Polar |
| B:TRP:217: | A:GLU:32:  | 4.84 | B | A | Contact     |
| B:TRP:217: | A:TYR:31:  | 3    | B | A | Contact     |
| B:TRP:393: | A:ILE:62:  | 2.25 | B | A | Contact     |
| B:TRP:393: | A:LEU:58:  | 2.97 | B | A | Contact     |
| B:TYR:113: | A:ARG:45:  | 4.34 | B | A | Contact     |
| B:TYR:113: | A:ASN:42:  | 3.35 | B | A | HBond,Polar |
| B:TYR:113: | A:ILE:51:  | 3.49 | B | A | Contact     |
| B:TYR:113: | A:LEU:43:  | 4.43 | B | A | Contact     |
| B:TYR:113: | A:LEU:49:  | 3.66 | B | A | Contact     |
| B:TYR:113: | A:MET:46:  | 3.79 | B | A | Contact     |
| B:TYR:511: | A:ARG:412: | 4.52 | B | A | Contact     |
| B:TYR:511: | A:LEU:409: | 3.73 | B | A | Contact     |
| B:TYR:513: | A:ARG:413: | 3.06 | B | A | Polar       |
| B:TYR:513: | A:LEU:409: | 3.1  | B | A | Contact     |
| B:TYR:558: | A:ARG:413: | 2.92 | B | A | Polar       |
| B:TYR:558: | A:GLY:406: | 4.26 | B | A | Contact     |
| B:TYR:558: | A:LEU:409: | 4.42 | B | A | Contact     |
| B:VAL:91:  | A:VAL:140: | 4.04 | B | A | Contact     |

How the deposited data were processed for this re-analysis (not part of the article)

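RNA from 14-day-old seedlings of 4 genotypes, Col-0, *h1.1 h1.2*, *cdca7α cdca7β* and *h1.1 h1.2 cdca7α cdca7β*, was sequenced in 3 libraries per genotype. The authors trimmed the reads, aligned them to TAIR10, kept uniquely mapped reads with few mismatches, and deposited raw HTSeq counts per gene and per TE, without normalization, 1 table of each kind per library. The last 5 lines of each table are HTSeq's summary lines and were kept out of library sizes and tests. The paper's text names neither the strand option of the counting nor the annotation release of the TE tables.

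The condition of each library was taken from its sample title. The names of the count tables give another genotype for 9 of the 12 libraries, in 3 of the 4 genotypes, and every comparison was therefore also made by table names. The targeted genes had too few counts to decide between both namings, and no library was reassigned. Replicate numbers are those of the labels. Whether they pair the libraries was checked by correlating the deviations from the group means between libraries of the same number, which ran from -0.148 to 0.161 for genes (3 of 18 over 0.1) and from -0.229 to 0.275 for TEs (4 of 18 over 0.1), so the numbers were not treated as pairs.

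Genes were tested with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood F test, glmQLFit and glmQLFTest) in 1 fit of all 12 libraries with group means, TMM normalization, library sizes summed over all genes, and the filterByExpr filter, which kept 4461 of 35651 genes. TEs were tested the same way with the library sizes and TMM factors of the gene tables, and the filter kept 753 of 31189 TEs. p-values were adjusted by the Benjamini-Hochberg method over all genes or TEs tested, and a call needed an adjusted p under 0.05 and an absolute log2 fold change of at least 1. Standard errors were derived from the log2 fold change and its F statistic. All 6 pairwise comparisons of the 4 sets of libraries were tested, and the change of the effect of CDCA7 loss without H1 was tested as an interaction. CPM values used TMM-scaled library sizes, with 1 added before taking log2 where set means are given. Folds against libraries all at 0 counts are lower bounds with 3 counts in place of 0. Shares have Wilson 95% intervals, and set means were compared between libraries by exact two-sided permutation tests, whose smallest p for 3 against 3 is 0.1. Tables were read and summarised with Python 3.11.15, pandas 2.3.3 and scipy 1.17.1, and figures drawn with matplotlib 3.10.9.

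On simulated counts with 200 changed features, the tests for *cdca7α cdca7β* against Col-0 recovered 69% of changed genes by title (9 false calls) and 63.5% by table names (4 false calls), and 92% and 90% of changed TEs (6 and 3 false calls). In 50 draws, a quadruple mutant without change was simulated around the observed means of the Col-0 set by table names. No feature was called in both mutants. The draws carry any low value of these Col-0 libraries into the quadruple mutant. They therefore could not show an effect of the shared Col-0 libraries and do not exclude it.

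Named features were the genes and TEs that the paper names and, for *cdca7α cdca7β* against Col-0 under each naming, the 5 genes and the 5 TEs with the largest absolute log2 fold change among those called, in either direction, whose libraries of both groups did not overlap. This rule, the tests and the first set of alternatives were fixed before the data were examined. Those alternatives were DESeq2 1.42.0 in place of edgeR, its size factors in edgeR, no filter on low counts, only the 6 libraries compared, the replicate number as a block, no fold-change cutoff, each library left out in turn, the genotypes of the table names, TE library sizes from TE counts, a minimum of 10 summed counts for TEs, and features chosen on 2 libraries per set and measured in the third. Further DESeq2 settings, and library sizes summed over the genes that pass the filter, were added after the values were seen. The latter had been run first by mistake.

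The reads counted on genes numbered 450869 to 833911 per library and those on TEs 115994 to 208584, and 51.5 to 72.5% of genes had 0 counts in a library. Gene positions and guide sites were placed on TAIR10.1, whose annotation holds 34879 of the gene identifiers. The loci of *H1.1* and *H1.2* are not stated in the paper's text and were assigned as AT1G06760 and AT2G30620. Whole-genome bisulfite sequencing data and hypoDMRs were not analysed here, and no annotation of TE positions was used.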

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

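All tests in this part that weigh an explanation were chosen only after the result was seen, while the interaction tests were fixed beforehand.

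The effect of CDCA7 loss differed with and without H1 for 48 genes and 25 TEs when genotypes were set by title, by the interaction test of edgeR. The interaction term, the log2 change with CDCA7 loss without H1 minus that with H1, was positive for 43 genes and 20 TEs and negative for 5 genes and 5 TEs. A positive term is not a larger effect: AT1TE93275 and AT5G35935 fell with CDCA7 loss in the presence of H1 by title (-11.02 and -5.70) and changed by 0.13 and 0.43 in its absence. In 1 of 100 drawn splits of the libraries, the real one, were as many genes called, and in 1 of 100 splits as many TEs. By table names the same test called 0 genes (134 higher and 212 lower at an unadjusted p under 0.05) and 6 TEs, all with a negative term, namely AT1TE93275, AT2TE19615, AT3TE70700, AT5TE46155, AT5TE46165 and AT5TE46175, named after their values were seen. This test could not call features at 0 counts in both the Col-0 and the *h1.1 h1.2* set by table names. At least as many genes were called in 100 of 100 splits, since none was called in the real one, and as many TEs in 3 of 100 splits, of which 1 gave 28 TEs.

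Random grouping of the libraries therefore does not account for the calls by title, where no other split gave more than 7 genes or 3 TEs. It rarely gave as many as the 6 TEs by table names, but a split with 28 shows that single groupings can exceed them. With the filter on low counts and all 12 libraries, the naming of the libraries changes the result from 48 genes to none. Without that filter, the test by table names called 26 genes with a positive and 94 with a negative term. Leaving out 1 library gave 0 to 2 and 0 to 29 by table names. The counts of the targeted genes do not decide which naming is right. Without the filter on low counts, 443 genes and 55 TEs were higher in *cdca7α cdca7β* than in Col-0 by table names. By title 18 and 0 were, and the paper gives about 450 and 55. This argues against the titles as the naming behind these counts of the paper. In the same fit, genes lower in *cdca7α cdca7β* and genes higher or lower in the quadruple mutant were nearer the paper's value by title. Which plants gave each library stays undecided. The interaction by title draws on all 4 sets of libraries, and 2 of the libraries labelled *h1.1 h1.2* have an excess of counts on photosynthesis genes (3.68% of the gene counts of replicate 1). Without that replicate 45 genes were called with a positive and 3 with a negative term, so the excess in replicate 1 is not the whole source of these calls. Without replicate 2 of the same set, the numbers were 83 and 115, and the other fits that left out 1 library gave 17 to 28 positive terms. For TEs, leaving out 1 library gave 15 to 23 positive and 1 to 5 negative terms. If the table names are right, the term by title is the change with H1 loss in the presence of CDCA7 plus that in its absence. The calls by title are then calls of H1 loss, and they can be read as an interaction only if the titles are right. A biological interaction of both losses remains open under either naming.

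AT1TE93275 had 0 counts in the 3 libraries labelled *cdca7α cdca7β*, whose tables are named Col-0, and at least 147 counts in each of the 9 others. Too few reads cannot account for this, because a TE at the lowest of the 9 other counts, 147, would not fall to 0 in 3 libraries of more gene counts than those of the quadruple mutant. Moved labels cannot account for it either, since under both namings 1 set of 3 libraries stays at 0. A deletion or sequence variant in the plants of that set and expression that differs by genotype remain open and were not tested. By title the TE is lost in *cdca7α cdca7β* alone, and by table names it is silent in Col-0 and counted in all 3 mutants.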

How the results depend on the processing

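The further DESeq2 settings, the library sizes after the filter and the titles as alternative for features named by table names were tests chosen only after the values were seen, and the other alternatives were set beforehand. The cause was not tested for any change given here, except where fewer or more features or libraries in the fit show it.

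With the genotypes of the table names in place of the titles, the comparison of *cdca7α cdca7β* with Col-0 called 90 genes higher and 7 lower and 36 TEs higher and 4 lower, *h1.1 h1.2* with Col-0 called 17 and 2 genes and 14 and 0 TEs, and the quadruple mutant called 17 and 2 genes and 17 and 1 TEs against Col-0, 7 and 8 genes and 5 and 19 TEs against *cdca7α cdca7β*, and 2 and 0 genes and 1 and 0 TEs against *h1.1 h1.2*. The comparison of *h1.1 h1.2* with *cdca7α cdca7β* then called 50 genes higher and 126 lower and 10 TEs higher and 24 lower. The interaction called 0 genes higher and 0 lower (134 and 212 at an unadjusted p under 0.05) and 0 TEs higher. Of the genes higher in *cdca7α cdca7β*, 8.89% were then called lower in the quadruple mutant. For *cdca7α cdca7β* against Col-0, the same change of naming reversed the sign of the 10 features named by title, whose log2 fold changes became 1.91 for AT5G26970, 5.91 for AT2G05705, 1.90 for AT5G49465, 5.36 for AT5G35935, 4.64 for AT3G25719, 10.67 for AT1TE93275, 3.59 for AT3TE62100, 6.92 for AT4TE18500, 2.72 for AT3TE73260 and 3.11 for AT3TE45385. AT5G26970, AT5G49465, AT3TE62100 and AT3TE73260 were not calls by table names (adjusted p = 0.6, 0.6, 0.329 and 0.517 from edgeR). The others were. For features named by table names or by the paper, the same comparison by title, a test added after the values were seen, was -2.47 for AT2G30620, -1.51 for AT5TE48715, -2.35 for AT5TE48720, -3.32 for AT4TE17660, -0.46 for AT3G06465, -3.93 for AT2G10250, -11.02 for AT1TE93275 and -1.31 for AT2TE19615, each with the opposite sign by table names. Of these 8 changes by title, only that of AT1TE93275 is a call. It was 0.00 for AT1G36630, AT5G29562, AT2G10620, AT3TE50570, AT5TE40530 and AT4TE09080, which have 0 counts in both groups by title. The naming itself is the cause, since the counts are the same.

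In the settings that follow, libraries are named by title, with the comparison by table names given after it where it is another pair. Without the filter on low counts, more genes and TEs were tested. The labelled *cdca7α cdca7β* against Col-0 then had 18 genes higher and 37 lower, *h1.1 h1.2* against Col-0 515 and 105, the quadruple mutant 31 and 7 against Col-0, 72 and 22 against *cdca7α cdca7β* and 72 and 296 against *h1.1 h1.2*, and the labelled *h1.1 h1.2* against labelled *cdca7α cdca7β*, which is *cdca7α cdca7β* against Col-0 by table names, 443 and 51. The interaction had 105 and 148 genes by title and 26 and 94 by table names. For TEs the counts were 46 and 21 for *h1.1 h1.2* against Col-0, 16 and 3, 37 and 4, and 15 and 33 for the quadruple mutant against Col-0, *cdca7α cdca7β* and *h1.1 h1.2*, 55 and 9 for labelled *h1.1 h1.2* against labelled *cdca7α cdca7β*, and 38 and 8 (by title) and 1 and 11 (by table names) for the interaction. By table names 56.0% of the activated genes were called lower in the quadruple mutant than in *cdca7α cdca7β*. The TE medians by table names were 6.73 in *cdca7α cdca7β*, 2.27 in the quadruple mutant and 0.0 in *h1.1 h1.2*.

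With DESeq2, 5 genes were higher in the labelled *cdca7α cdca7β* than in Col-0 and 358 in *h1.1 h1.2* than in Col-0, 26 were higher and 130 lower in the quadruple mutant than in *h1.1 h1.2*, 295 were higher and 15 lower in labelled *h1.1 h1.2* than in labelled *cdca7α cdca7β*, and 37 were lower for the interaction by title. The quadruple mutant had 4 TEs higher than the labelled Col-0. By table names, 96.2% of the activated genes given an adjusted p there were not called higher in the quadruple mutant. Of all activated genes, 36.3% were called lower than in *cdca7α cdca7β*. For TEs, 32.5% of those activated were called lower, and the median in *cdca7α cdca7β* was 5.95.

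With only the 6 libraries compared, fewer libraries set the spread. *h1.1 h1.2* against Col-0 then had 13 genes higher and 16 lower, the quadruple mutant had 1 gene higher than Col-0, 27 higher than *cdca7α cdca7β* and 2 higher than *h1.1 h1.2*, and labelled *h1.1 h1.2* against labelled *cdca7α cdca7β* had 9 higher and 0 lower. There were 8 TEs lower in *cdca7α cdca7β* than in Col-0, 3 higher in the quadruple mutant than in Col-0 and 0 lower than in *cdca7α cdca7β*. By table names 33.3% of activated genes were not called higher in the quadruple mutant and 44.4% were called lower, with medians of 7.68 in *cdca7α cdca7β* and 3.58 in the quadruple mutant, and 30.8% of activated TEs were not called higher, with a median of 7.42 in *cdca7α cdca7β*. The 33.3%, the 30.8% and the 3.58 cover only features that passed the filter in the fit of the quadruple mutant and Col-0. Features low in both groups were left out, which can make these shares too low. With the replicate number as a block, whose libraries were not found to be paired, the counts of genes were 1 higher in *cdca7α cdca7β* than in Col-0, 83 higher in *h1.1 h1.2* than in Col-0, 1 higher in the quadruple mutant than in Col-0, 5 lower in it than in *h1.1 h1.2*, and 31 higher and 3 lower in labelled *h1.1 h1.2* than in labelled *cdca7α cdca7β*. The 1 gene higher by title was called lower in the quadruple mutant (100%), and by table names 77.4% of activated genes were not called higher there, with a median of 1.47.

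With a minimum of 10 summed counts, 39 TEs were higher in *h1.1 h1.2* than in Col-0, 6 in the quadruple mutant than in Col-0 and 8 in it than in *h1.1 h1.2*. The TE medians by table names were then 6.86 in *cdca7α cdca7β*, 2.25 in the quadruple mutant and 0.0 in *h1.1 h1.2*. With library sizes from the TE counts, 4 TEs were higher in the quadruple mutant than in Col-0 and 2 lower than in *cdca7α cdca7β*. With DESeq2's size factors in edgeR, and with no fold-change cutoff, each count of calls stayed within 1.5 times its reported value. Library sizes after the filter changed no count by that much either. When the features were chosen on 2 libraries per set and measured in replicate 1, 2 or 3, the medians by table names were 3.34, 0.034 and 5.32 for genes in *cdca7α cdca7β*, 1.90, 0.00 and 3.03 in the quadruple mutant and 0.24, -0.16 and -0.17 in *h1.1 h1.2*. For TEs they were 4.77, 6.83 and 4.98 in *cdca7α cdca7β*, 1.60, 1.28 and 1.48 in the quadruple mutant and 0.00 in each replicate in *h1.1 h1.2*.

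The DESeq2 settings chosen after the values were seen called, for *cdca7α cdca7β* against Col-0 by table names, 295 and 298 genes with all 12 libraries (Cook's cutoff on and off) and 230 and 230 with 6 libraries, 288 and 291, and 174 and 173, with a minimum of 10 summed counts, and 340 and 341, and 229 and 229, with a minimum of 50. With the summary lines kept the counts were 301 (12 libraries) and 230 (6), and with both tables joined 308 and 239. For TEs the 6-library fits gave 56 and 56 without a minimum and 67 and 67 with a minimum of 10, and the other settings 40 to 53.

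Leaving out each of the 12 libraries in turn gave these ranges of genes higher and lower: 0 to 6 and 4 to 22 for *cdca7α cdca7β* against Col-0, 5 to 554 and 4 to 118 for *h1.1 h1.2* against Col-0, 0 to 2 and 0 to 0 for the quadruple mutant against Col-0, 7 to 25 and 0 to 4 for it against *cdca7α cdca7β*, 2 to 63 and 1 to 337 for it against *h1.1 h1.2*, 5 to 513 and 0 to 67 for labelled *h1.1 h1.2* against labelled *cdca7α cdca7β*, 17 to 83 and 1 to 115 for the interaction by title, and 0 to 2 and 0 to 29 for that by table names. For TEs the ranges were 0 to 0 and 10 to 14, 24 to 36 and 8 to 14, 1 to 2 and 0 to 0, 12 to 19 and 0 to 2, 2 to 10 and 9 to 26, 32 to 47 and 2 to 7, 15 to 23 and 1 to 5, and 0 to 0 and 5 to 6, in the same order. The upper ends for genes in comparisons with the libraries labelled *h1.1 h1.2*, and for the interactions, all come from the fit without replicate 2 of the libraries labelled *h1.1 h1.2*, which has none of the excess on photosynthesis genes. By title, the share of activated genes not called higher in the quadruple mutant ran from 0 to 100% and that called lower from 0 to 100%. By table names these shares ran from 57.1 to 98.2% and from 3.64 to 80.0% for genes and from 71.1 to 78.3% and from 20 to 57.1% for TEs, the gene medians from 4.09 to 6.18 in *cdca7α cdca7β* and from 0.74 to 4.13 in the quadruple mutant, and the TE medians from 6.80 to 7.62 and from 1.84 to 2.97. For the 29 other results, which are the log2 fold changes of named features in the comparisons reported and the medians of the activated genes and TEs in *h1.1 h1.2*, 457 values over all alternatives kept their direction and their side of the threshold, 52 fell below it, 25 moved by more than the spread between replicates and 0 came to pass it, beside the 18 that reversed. Low counts limit what can be said of the genes that the paper names, since 0 of the 21 had a median of at least 10 counts, although each library has at least 25236235 reads.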

Differences from the paper's values

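The further DESeq2 settings named in this part were tests chosen only after the values were seen, and the other alternatives were set before the data were examined. A count is said to close the gap, or to come within the paper's value, when neither of both values is more than 1.5 times the other, so a setting just inside that limit is not a match. A median closes it when it lies within the SD over replicates.

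For genes higher in *cdca7α cdca7β* than in Col-0, the paper's value is 450, and the tables gave 2 by title and 90 by table names. No alternative closed the gap by title, where they gave 0 to 18 with the titles kept. By table names, the fit without the filter on low counts (443) and the fit without replicate 2 of the libraries labelled *h1.1 h1.2* (513) came within the paper's value, and the others of those set beforehand did not. DESeq2 on all 12 libraries with a minimum of 50 summed counts (340 and 341), with the summary lines kept (301) or with both tables joined (308) also did, in settings chosen after seeing the values. For TEs higher in *cdca7α cdca7β* than in Col-0, the paper's value is 55, and the tables gave 0 by title (15 at an unadjusted p under 0.05) and 36 by table names. No alternative closed the gap by title. By table names, it was closed by DESeq2 (40), no filter on low counts (55), the replicate block (37), TE library sizes from TE counts (44), a minimum of 10 summed counts (54) and 10 of the 12 fits that left out 1 library (37 to 47). DESeq2 settings chosen after seeing the values gave 40 to 67. DESeq2's size factors in edgeR, no fold-change cutoff, the 6 libraries compared, and the fits without replicate 3 of the libraries labelled *cdca7α cdca7β* (35) or replicate 2 of those labelled *h1.1 h1.2* (32) did not close it.

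For genes higher in *h1.1 h1.2* than in Col-0, the paper shows about 30 in Fig. 3H, read by eye, and the tables gave 126 by title and 17 by table names. By title the fit without replicate 1 of the libraries labelled *h1.1 h1.2* gave 30. By table names DESeq2 gave 22, no filter 37, the 6 libraries compared 22, and the fit without replicate 1 of the libraries labelled *h1.1 h1.2* 22. For genes higher in the quadruple mutant than in Col-0, the paper shows about 35 in Fig. 3H, and the tables gave 2 by title and 17 by table names. By title only the fit without a filter came close (31), and by table names DESeq2 (25), the 6 libraries compared (27) and the fit without replicate 1 of the libraries labelled *h1.1 h1.2* (25) did. For genes lower in *cdca7α cdca7β*, the paper shows about 30 in Fig. 3H, and the tables gave 17 by title and 7 by table names. DESeq2 (22), no filter (37), the 6 libraries compared (22) and the fit without replicate 1 of the libraries labelled *h1.1 h1.2* (22) closed the gap by title, and none did by table names. For genes lower in *h1.1 h1.2*, the paper shows about 4 in Fig. 3H, and the tables gave 50 by title and 2 by table names. The fits without replicate 2 (5) or 3 (4) of the libraries labelled Col-0 closed the gap by title, and DESeq2 (5) and the fits without replicate 1 (6) or 2 (3) of the libraries labelled *h1.1 h1.2* did by table names. For genes lower in the quadruple mutant, the paper shows about 8 in Fig. 3H, and the tables gave 0 by title (106 at an unadjusted p under 0.05) and 2 by table names. No filter (7) closed the gap by title, and none of the alternatives did by table names.

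For TEs higher in *h1.1 h1.2* than in Col-0, the paper shows about 22 in Fig. 3I, read by eye, and the tables gave 14 by table names, while the 24 by title is within the paper's value. DESeq2 (16), no filter (17), the replicate block (15) and TE library sizes from TE counts (17) closed the gap. For TEs higher in the quadruple mutant, the paper shows about 37 in Fig. 3I, and the tables gave 1 by title and 17 by table names. None of the alternatives closed the gap by title, and no filter (37) did by table names. For TEs lower in *cdca7α cdca7β*, the paper shows about 4 in Fig. 3I, and the tables gave 14 by title, which no alternative closed, and 4 by table names. For TEs lower in the quadruple mutant, the paper shows about 6 in Fig. 3I, and the tables gave 0 by title (31 at an unadjusted p under 0.05), which no alternative closed, and 1 by table names, where no filter gave 4. The median log2 fold change of the activated TEs by table names was 7.10 in *cdca7α cdca7β* against about 5.9 in Fig. 3K, and DESeq2 gave 5.95. In *h1.1 h1.2* it was 1.22 against about 0.8 in Fig. 3K, and DESeq2 (0.87), the replicate block (1.11), TE library sizes from TE counts (1.11) and the fit without replicate 1 of the libraries labelled *h1.1 h1.2* (1.04) closed the gap. Without the filter, and with a minimum of 10 summed counts, the median in *h1.1 h1.2* was 0.0. With only the 6 libraries compared it was 1.53 over the TEs that passed the filter of that comparison. The medians of 7.10 and 1.22 include 17 of 36 TEs at 0 counts in the Col-0 set, whose fitted folds are no measure of size. With those at their bound they were 4.73 and 0.15, so the direction of either difference from the paper is not established.

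The paper states that TEs are activated in *cdca7α cdca7β*. By title, the called TEs all went the other way, 14 lower and 0 higher (15 higher at an unadjusted p under 0.05). The paper gives AT4G37110 as *CDCA7α* and AT2G23530 as *CDCA7β*. All 4 guides that it lists for *CDCA7α* match AT2G23530, and all 4 that it lists for *CDCA7β* match AT4G37110.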

Other observations

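All tests of an explanation in this part were chosen only after the result was seen.

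About 98% of the reads of each library were counted on no gene, and the genes that the paper names had few counts. Genes that overlap a gene on the other strand, 20.8% of the genes placed, took 77.5% of the gene counts. That share argues against reads that lie outside annotated genes as the whole cause, since of the 300 genes with the most counts 89.3% overlap a gene on the other strand. The same value argues against the mRNA of each gene itself as the source of most counts. A candidate explanation is that the tables count the strand opposite to each gene, as happens when a stranded library is counted with the other strand option, and it needs the concentration of counts on overlapping genes that the 77.5% gives. Reads outside genes can still be a part of the uncounted reads. If the opposite strand was counted, the gene calls by either naming describe transcripts of the other strand. The same would hold for the TE calls if the TE tables were counted with the same option. It would also hold for the paper's own gene and TE calls if they were made from these counts.

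The libraries labelled *h1.1 h1.2*, whose tables are named *cdca7α cdca7β*, differed in the counts on 45 photosynthesis genes, which hold 0.082% of the length of all genes. AT1G67090 had 2140, 35 and 338 counts in replicates 1, 2 and 3 against 42 to 89 in the 9 other libraries, and AT1G29930 had 2588, 46 and 419 against 29 to 89. Genomic DNA as the whole source is argued against by the 3.68% of the gene counts of replicate 1 on these genes, far above their share of gene length. Antisense transcription in every plant of the genotype is argued against by the 0.111% in replicate 2, which lies among the 0.0958 to 0.170% of the 9 other libraries. Reads of the sense strand left in replicates 1 and 3 cannot be told apart from other sources: among genes with few counts elsewhere, the rank correlation of a gene's CPM in replicate 1 with that of its partner on the other strand was 0.015 across 430 genes, and with the partner scaled to the shared exon length it was 0.248 across 279 genes, against -0.013 to 0.175 in the other 11 libraries. With exon length alone the correlation in replicate 1 was 0.36 (0.067 to 0.208 in the others), so length can carry the relation with the scaled partner. Genes are not independent replicates, and 3 such tests were tried. The excess in 2 of the 3 libraries may explain most of the genes called higher by table names, since 76.7% of them have replicate 1 above replicate 3 above replicate 2, where chance gives 16.7%. Among the 36 TEs 2.78% do.

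By table names 36 TEs were higher in *cdca7α cdca7β* than in Col-0, and by title none was. Titles or table names moved between 3 sets of libraries would give such a pair of results, but the 36 TEs are the pattern itself and no test of it. Moved names cannot be told apart from a difference between the sets that holds under 1 naming, because the targeted genes have too few counts. By title, 24 TEs were higher in the libraries labelled *h1.1 h1.2* than in those labelled Col-0, and activation of TEs by H1 loss remains open under that naming. Features counted in 1 set of libraries and hardly elsewhere (at least 10 counts in its 3 libraries and at most 1 in the 9 others) were found only for the libraries labelled *h1.1 h1.2*, with 4 genes (AT2G10620, AT3G42360, AT5G28090 and AT5G36900) and 8 TEs, named after their values were seen. The reverse, at most 1 count in 1 set and at least 10 in the 9 others, was found only for the libraries labelled *cdca7α cdca7β*, with AT5G35935 and AT1TE93275.

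In each of the 12 pairwise comparisons of genes and TEs, 1 of the 10 splits of the 6 libraries gave as many calls as the real groups, which is the real split itself. No other split gave more than 1 call, against up to 176 in the real groups. With 10 splits the share cannot fall below 0.1, so the count of splits by itself decides nothing in these comparisons.

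Replicate 3 of the quadruple mutant had 11695 counts on mitochondrial genes and 2912 on chloroplast genes, against 164 to 896 and 93 to 394 in the 11 other libraries. No explanation was tested.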
